# *Sirt6* Regulates the Development of Medullary Thymic Epithelial Cells and Contributes to the Establishment of Central Immune Tolerance

**DOI:** 10.3389/fcell.2021.655552

**Published:** 2021-03-29

**Authors:** Qian Zhang, Zhanfeng Liang, Jiayu Zhang, Tong Lei, Xue Dong, Huiting Su, Yifang Chen, Zhaoqi Zhang, Liang Tan, Yong Zhao

**Keywords:** autoimmune disease, immune tolerance, *Sirt6*, *Spib*, thymic epithelial cells (TECs), thymus

## Abstract

Although some advances have been made in understanding the molecular regulation of mTEC development, the role of epigenetic regulators in the development and maturation of mTEC is poorly understood. Here, using the TEC-specific *Sirt6* knockout mice, we found the deacetylase Sirtuin 6 (*Sirt6*) is essential for the development of functionally competent mTECs. First of all, TEC-specific *Sirt6* deletion dramatically reduces the mTEC compartment, which is caused by reduced DNA replication and subsequent impaired proliferation ability of *Sirt6*-deficient mTECs. Secondly, *Sirt6* deficiency specifically accelerates the differentiation of mTECs from CD80^–^Aire^–^ immature population to CD80^+^Aire^–^ intermediate mature population by promoting the expression of *Spib*. Finally, *Sirt6* ablation in TECs markedly interferes the proper expression of tissue-restricted antigens (TRAs) and impairs the development of thymocytes and nTreg cells. In addition, TEC conditional knockout of *Sirt6* results in severe autoimmune disease manifested by reduced body weight, the infiltration of lymphocytes and the presence of autoantibodies. Collectively, this study reveals that the expression of epigenetic regulator *Sirt6* in TECs is crucial for the development and differentiation of mTECs, which highlights the importance of Sirt6 in the establishment of central immune tolerance.

## Introduction

As a primary lymphoid organ, thymus plays an indispensable role in the establishment of central immune tolerance (Anderson and Takahama, 2012; Abramson and Anderson, 2017). Among the thymic stromal cells, thymic epithelial cells (TECs) provide a special microenvironment for the survival, development and maturation of thymocytes to the development of immunological competent T lymphocytes which can recognize foreign antigens rather than self-antigens (Sun et al., 2014; Abramson and Anderson, 2017; Nitta and Takayanagi, 2020). TECs include cortical thymic epithelial cells (cTECs) and medullary thymic epithelial cells (mTECs) (Alawam et al., 2020). cTECs are essential for positive selection of T lymphocytes (Takada et al., 2017). mTECs mediate negative selection by eliminating the autoreactive T lymphocytes and promoting the generation of nTreg cells, which are critical to build central immune tolerance and prevent the occurrence of autoimmune diseases (Akiyama et al., 2005; Anderson et al., 2007; Kadouri et al., 2020). The development of mTECs is mainly regulated by CD40, TNF receptor family (TNFRF) protein receptor activator of NF-κB (RANK), and lymphotoxin β receptor (LTβR) (Rossi et al., 2007; Zhu et al., 2007; Akiyama et al., 2008, 2012; Hikosaka et al., 2008; Seach et al., 2008). The cooperation of CD40 and RANK in mTECs is crucial for the establishment of self-tolerance (Akiyama et al., 2008; Hikosaka et al., 2008), while LTβR-mediated mTECs development is not involved in the establishment of self-tolerance (Cosway et al., 2017). Among the NF-κB signaling pathways, RelB subunit of the NF-κB complex (Burkly et al., 1995; Weih et al., 1995; Riemann et al., 2017; Jin and Zhu, 2018), NF-κB inducing kinase (NIK) (Kajiura et al., 2004), TNF receptor-activated factor 6 (TRAF6) (Akiyama et al., 2005), IκB-kinase (IKK) (Kinoshita et al., 2006), and NF-κB2 (Zhang et al., 2006; Zhu et al., 2006) have been widely recognized to regulate the development of mTEC and establish of self-tolerance. Compared with immature mTECs, functional mature mTECs act as the antigen present cell characterized by high expression of CD80, MHC class II (MHC II), and Aire (Kyewski and Klein, 2006; Klein et al., 2009; Anderson and Su, 2016). The expression of these molecules by mTECs is indispensable for thymocytes negative selection (Kadouri et al., 2020). Mature mTECs mediate the deletion of autoreactive T cells and promote the development of natural regulatory T cell (nTreg) by expressing tissue-restricted antigens (TRAs), which is essential for the establishment of central immune tolerance (Aschenbrenner et al., 2007; Cowan et al., 2013; Malhotra et al., 2016; Lebel et al., 2020). As so far, the molecular mechanisms regulating the development and differentiation of mTECs are still elusive. A recent report shows that SIRT1, a member of sirtuins family, could interact with Aire and induces its deacetylation, which is essential for Aire-driven TRAs expression and subsequent establishment of central immune tolerance (Chuprin et al., 2015). The epigenetic regulation of other Sirtuins family members in TEC development is not clear.

As a NAD^+^ dependent histone deacetylase, SIRT6 plays key roles in the regulation of metabolism, inflammation, longevity, genome stability and cancer (Kugel and Mostoslavsky, 2014; Chang et al., 2020). The phenotype of *Sirt6* knockout mice was early reported by Mostoslavsky et al. (2006). They found that *Sirt6* knockout mice died at about 4 weeks, the thymus of the mice diminished drastically and displayed a profound lymphopenia. The defects of lymphocytes in *Sirt6* knockout mice was non-cell-autonomous (Mostoslavsky et al., 2006), which implies the defect of thymus in *Sirt6* knockout mice may be caused by *Sirt6* ablation in thymic stromal cells. We therefore investigated the role of *Sirt6* in TECs using the TEC-specific *Sirt6* knockout mice. We found that *Sirt6* deficient in TECs caused severe thymic atrophy and that the proliferation, maturation and function of mTECs were drastically affected by *Sirt6* deletion. Impressively, TEC-specific *Sirt6* knockout mice spontaneously developed autoimmune disease. Our study unveils the indispensable role of *Sirt6* in the development and maturation of mTECs and in the establishment of central immune tolerance.

## Results

### TEC-Specific *Sirt6* Ablation Leads to Severe Thymic Atrophy

To investigate the role of *Sirt6* in TECs, we crossed *Foxn1*-cre mice (Soza-Ried et al., 2008; Liu et al., 2013) and *Sirt6*^flox/flox^ mice (Kim et al., 2010; Wang et al., 2016) to generate *Sirt6* conditional knock out mice (designated as *Sirt6* cKO mice henceforth) and we further confirmed *Sirt6* was indeed inactivated (Supplementary Figures 1A–C). First, we checked the effect of TEC-specific *Sirt6* knockout on the thymus of the 4-week-old mice. Compared with wild-type mice, the specific deletion of *Sirt6* in TECs led to severe thymic atrophy (Figures 1A,B). The morphological analysis showed that thymic medullary region decreased significantly while the cortical region had no obvious change after *Sirt6* ablation (Figures 1C,D).

**FIGURE 1:**
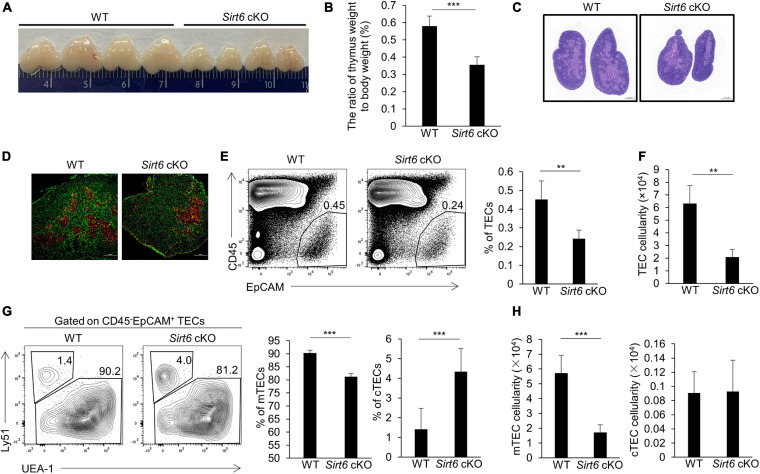
TEC-specific ablation of *Sirt6* causes thymus atrophy and reduces mTEC compartment. **(A)** Representatives of thymi isolated from 4-week-old *Sirt6* cKO mice and wild-type littermates. **(B)** Thymic weight normalized to body weight in 4-week-old wild-type and *Sirt6* cKO mice. **(C)** Hematoxylin and eosin (H&E) stained thymic sections of 4-week-old wild-type and *Sirt6* cKO mice. Scale bars: 1,000 μm. **(D)** Representative staining of frozen thymic sections of wild-type and *Sirt6* cKO mice. KRT8 (green) and KRT5 (red) highlights cortical regions and medullary regions, respectively. Scale bars: 500 μm. **(E)** Representative flow cytometric profiles and frequency of CD45^–^EpCAM^+^ TECs obtained from 4-week-old *Sirt6* cKO mice and littermates. **(F)** Total cell numbers of TECs of 4-week-old *Sirt6* cKO mice and littermates. **(G)** Representative flow cytometric profiles showing frequencies of mTECs (UEA-1^+^Ly51^–^) and cTECs (UEA-1^–^Ly51^+^) were first gated on TECs. **(H)** Total cell numbers of mTECs (left) and cTECs (right) of 4-week-old wild-type and *Sirt6* cKO mice. *N* = 4 per group. **p < 0.01 and ***p < 0.001 (Student’s *t*-test).

As a longevity gene, whether *Sirt6* deletion leads to thymus senescence attracts our attention. Interestingly, although thymic atrophy still could be seen in 8-month-old *Sirt6* cKO mice, the extent of reduction in thymus size was smaller than that in 4-week-old *Sirt6* cKO mice (Supplementary Figure 2A). The rate of thymus weight loss (normalized for total body weight) and the rate of thymocytes number reduction did not increase in 8-month-old *Sirt6* cKO mice compared with wild-type control littermates (Supplementary Figure 2B). The morphology of thymus in 8-month-old *Sirt6* cKO mice showed no obvious signs of aging and the cortico-medullary junctions was integrated as assessed by H&E staining and Masson staining (Supplementary Figures 2C,D). Loss of naïve T cells in spleen is another indicator of age-related thymic degeneration (Aw and Palmer, 2012). However, from the 4 weeks to 8 months of age, the decline of naïve T cells in the spleen of *Sirt6* cKO mice did not worsen compared with control mice (Supplementary Figures 2E,F). Thus, we focused our studies on the role of *Sirt6* in the development and differentiation of TECs but not on the aging of TECs. Unless otherwise indicated, further experiments were carried out in 4-week-old *Sirt6* cKO mice and their littermate controls.

To assess the endogenous role of *Sirt6* in TECs, we checked the frequency and total number of TECs (CD45^–^EpCAM^+^) in *Sirt6* cKO mice and their littermate controls. Flow cytometry analysis revealed that *Sirt6* deficiency resulted in the reduction of TECs, both in proportion and in absolute cell number (Figures 1E,F). These results suggested the thymic hypoplasia in *Sirt6* cKO mice was caused by impaired TEC development. As we mentioned above, TECs are composed of cTECs and mTECs, we further scrutinized the effect of *Sirt6* ablation on cTECs and mTECs. We found the percentage and cell number of mTECs reduced remarkable and absolute number of cTECs was obviously unchanged although the proportion of cTECs was relatively increased in *Sirt6* cKO mice (Figures 1G,H). These results showed that *Sirt6* deficiency predominately influence the development of mTECs rather than cTECs.

### *Sirt6* Deficiency Impairs the Proliferation of mTECs by Reducing DNA Replication

Due to the decreased thymus size and the cell number of mTECs in *Sirt6* cKO mice, we examined the proliferation and apoptosis of mTECs. The results showed that the percentage of Ki67-positive cells in total mTECs reduced by nearly half in *Sirt6* cKO mice (Figures 2A,B). Whereas, the expression of active caspase 3, an indicator of intrinsic apoptosis, did not increase in mTECs of *Sirt6* cKO mice compared with littermate controls (Supplementary Figure 3).

**FIGURE 2:**
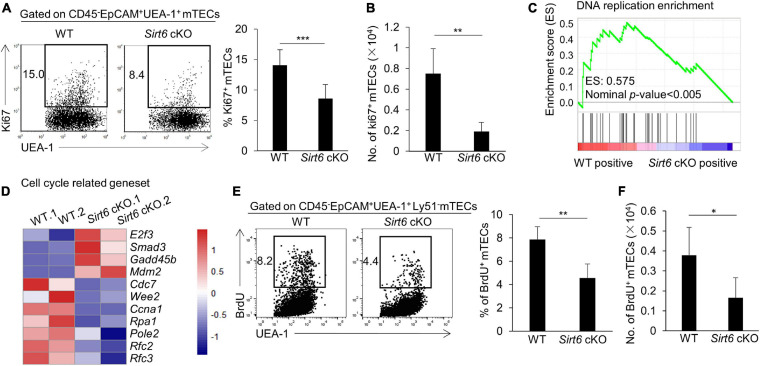
*Sirt6* deficiency impairs mTEC proliferation capacity by reducing DNA replication in cell cycle. **(A)** Flow cytometry plots and frequency for the staining of Ki67 in mTECs. **(B)** Cell numbers of Ki67^+^ mTECs of 4-week-old *Sirt6* cKO mice and littermates. **(C)** GSEA analysis reveals that DNA replication process had a less positive expression in *Sirt6* deficient mTECs compared with wild-type mTECs defined by the criterion of *p* < 0.005. **(D)** Heatmap of the significantly changed genes (*p* < 0.05) associated with cell cycle and proliferation. **(E)** BrdU staining was used for flow cytometry analysis of mTECs of 2-week-old *Sirt6* cKO mice and littermates 24 h after intraperitoneal injection of BrdU (1 mg per mice). **(F)** Cell numbers of BrdU^+^ mTECs of 2-week-old *Sirt6* cKO mice and littermates. *N* ≥ 4 per group. *p < 0.05, **p < 0.01, and ***p < 0.001 (Student’s *t*-test).

To better understand how *Sirt6* regulates cell proliferation, we performed RNA-sequencing analysis (RNA-seq) on mTECs (CD45^–^EpCAM^+^UEA-1^+^ly51^–^) sorted from 4-week-old wild-type or *Sirt6* cKO mice, with two parallel samples in each group (named WT.1 and WT.2, Sirt6 cKO. 1 and Sirt6 cKO. 2). 

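mTECs of 4-week-old mice were sequenced in 4 libraries, 2 labelled WT and 2 labelled *Sirt6* cKO. The latter name is the paper's. The deposited labels give these 2 libraries the genotype *Sirt6*-/-, while the paper describes *Foxn1*-Cre *Sirt6* loxp/loxp mice. The authors trimmed the reads, aligned them to mm10 with HISAT2 and quantified them with StringTie. They deposited whole-number counts for 23337 genes, without normalization, and a TPM value for each gene in each library. The counts summed to 64144539 in WT 1, 61102704 in WT 2, 62488880 in *Sirt6* cKO 1 and 65907745 in *Sirt6* cKO 2. For the values given beside the conclusions, the counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test. The test covered the 18547 genes that passed edgeR's filter on low counts, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Fold changes compare the libraries labelled *Sirt6* cKO with WT. A group with 3 or fewer counts in each library was treated as being at the detection limit, which covers counting error only. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot go below p = 0.333.

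*Sirt6* itself lies on chromosome 10 of GRCm38, the assembly of mm10, from 81621785 to 81627797. It had 622 counts in WT 1, 755 in WT 2, 882 in *Sirt6* cKO 1 and 835 in *Sirt6* cKO 2. Its mean level was 10.7 ± 1.67 CPM (counts scaled to library size; SD, n = 2) in WT and 13.8 ± 1.13 CPM (SD, n = 2) in the libraries labelled *Sirt6* cKO. The log2 fold change was 0.37 (standard error 0.32, adjusted p = 0.80 from edgeR's quasi-likelihood test). It moved most when 1 library was left out, to 0.19 without WT 1 and 0.54 without WT 2. The count of the targeted gene was therefore not lower in the libraries labelled *Sirt6* cKO, and each direction given for them rests on these labels. Counts per gene do not show which exons the reads came from. The paper reports the inactivation of *Sirt6* from a western blot of cultured TECs and quantitative PCR of sorted mTECs and cTECs.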

Gene Set Enrichment Analysis (GSEA) showed that DNA replication process was significantly reduced in *Sirt6*-deficient mTECs (Figure 2C), indicating that *Sirt6* ablation may affect the cell cycle progression of mTECs. 

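The KEGG gene set of the paper was not used here, and a hand-written list of 35 genes of the DNA replication machinery took its place. The median log2 fold change of the list was -0.14, with 24 genes lower and 11 higher in the libraries labelled *Sirt6* cKO. Single genes ranged from -1.00 for *Pole2* to 0.45 for *Mcm4*, which lay at -0.07 without WT 2. The competitive test camera, with its preset correlation between genes, gave a two-sided p = 0.0372 for the list (n = 35 genes). The rotation test fry gave p = 0.503, and camera with a correlation estimated from the libraries gave p = 0.535. The Reactome set for DNA replication, with 28 of its genes shared with the list, had a median of -0.12 and p = 0.0270 with camera, 0.429 with fry and 0.503 with camera at an estimated correlation (n = 98 genes). The median of the list was -0.03 without WT 1, -0.05 without *Sirt6* cKO 2, -0.34 without WT 2 and -0.38 without *Sirt6* cKO 1. A second list, of mitosis and proliferation, had a median log2 fold change of -0.11 (camera p = 0.542, n = 30 genes) and lay at 0.47 without WT 1. The median deviation of its genes from their means over the 4 libraries, in log2 CPM, was 0.55 in WT 1, -0.45 in WT 2, 0.42 in *Sirt6* cKO 1 and -0.51 in *Sirt6* cKO 2. The replicates of each group thus lay farther apart than the groups did. From the lower expression of the replication set, the paper proposes that loss of *Sirt6* affects the cell cycle progression of mTECs.

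**Figure D1:**
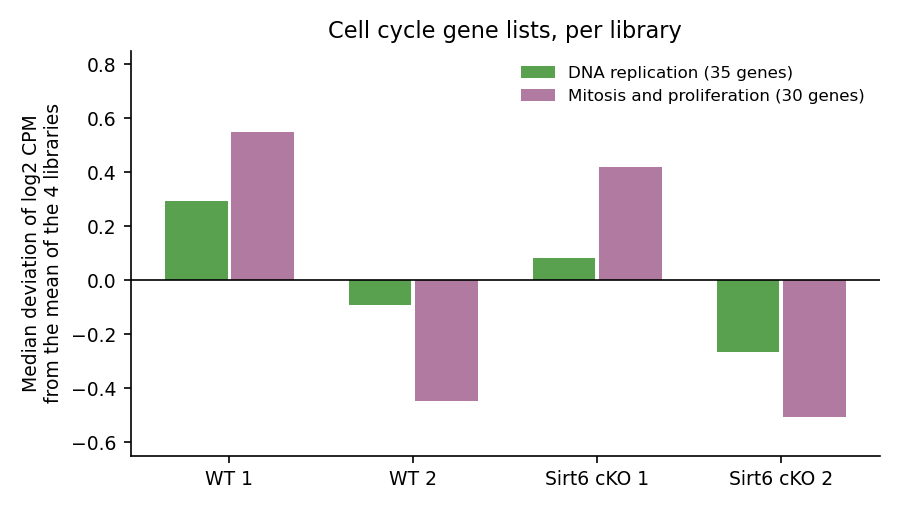
Median over the genes of a list of the deviation of log2 CPM from the gene's mean over the 4 libraries, as 1 bar per library, for the DNA replication list (35 genes) and the mitosis and proliferation list (30 genes). For the DNA replication list the bars stand at 0.30 in WT 1, -0.09 in WT 2, 0.08 in *Sirt6* cKO 1 and -0.27 in *Sirt6* cKO 2.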

The expressions of many proliferation-related genes changed in *Sirt6* deficient mTECs (Figure 2D). 

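Of the 11 genes in Figure 2D, 7 passed an unadjusted p of 0.05, with 4 higher and 3 lower in the libraries labelled *Sirt6* cKO. None of the 11 passed an adjusted p of 0.05 over all genes tested (0 genes), and 3 passed it adjusted over the list alone. The study chose this list on the same libraries, so the latter count is not independent evidence. The count at the unadjusted p moved most with limma on log2(TPM + 0.1), to 2 genes. *Mdm2* (log2 fold change 0.60, standard error 0.16) was among the higher genes, and *Wee2* (-1.06, standard error 0.44) did not pass the unadjusted p.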

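*Ccna1*, which encodes a cyclin on chromosome 3, had 124 and 110 counts in the WT libraries and 0 in both libraries labelled *Sirt6* cKO, so it was at least 37.6-fold lower. *Rpa1* fell from 118 ± 23.9 CPM (SD, n = 2) to 68.5 ± 6.42 CPM (SD, n = 2), a log2 fold change of -0.78 (standard error 0.23). *Rfc2* had a log2 fold change of -0.48 (standard error 0.17), and its exons overlap those of *Lat2* on the other strand by 952 bases. *Cdc7*, *Pole2* and *Rfc3* were also lower, with log2 fold changes of -0.81, -1.00 and -0.46 (standard errors 0.34, 0.58 and 0.27), and did not pass an unadjusted p of 0.05 in edgeR's quasi-likelihood test. In *Pole2*, 11.8% of the 50-base words of the longest transcript also occur in the annotated gene *Gm49384*. Among the higher genes, *E2f3* had a log2 fold change of 1.26 (standard error 0.45), *Smad3* of 0.83 (standard error 0.30) and *Gadd45b* of 0.77 (standard error 0.20). *Gadd45b* counts were 16578 and 15932 in WT and 29733 and 23664 in the libraries labelled *Sirt6* cKO.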

The expressions of genes promoting cell cycle and cell proliferation such as *Cdc7, Ccna1, Rpa1, Pole2, Rfc2*, and *Rfc3* (Chen and Wold, 2014; Klajic et al., 2014; Tudzarova et al., 2016; Hu et al., 2020; Rogers et al., 2020) were down-regulated in *Sirt6* deficient mTECs compared with wild-type TECs, whereas genes inhibiting cell cycle and proliferation such as *E2f3*, *Smad3*, and *Gadd45b* (Salvador et al., 2013; Park et al., 2016; Clijsters et al., 2019) were significantly up-regulated in *Sirt6* deficient mTECs (Figure 2D). The modulated expressions of these genes would collectively contribute to the poor mTECs proliferation in *Sirt6* cKO mice. 5-bromo-2’-deoxyuridine (BrdU) incorporation assay was used to detect newly synthesized DNA in S phase. The portion and the absolute number of proliferating cell (BrdU-positive cells) decreased markedly in mTECs of 2-week-old *Sirt6* cKO mice in comparison with their littermate controls (Figures 2E,F). In contrast, *Sirt6* deficiency did not affect the proliferation of cTECs as showed by the similar BrdU incorporation (Supplementary Figure 4A).

### *Sirt6* Deficiency Promotes CD80 Expression on mTECs

We further investigated the effect of *Sirt6* deficiency on the differentiation and maturation of mTECs. Compared with immature mTECs, functional mature mTECs highly expressed CD80, MHC II and Aire, which were considered to play an critical role in negative selection (Kadouri et al., 2020). Flow cytometry analysis showed that the expression of MHC II and Aire on mTECs was similar between wild-type and *Sirt6* cKO mice, whereas the proportion of CD80^+^ mTECs increased significantly in *Sirt6* cKO mice (Figure 3A). Due to the overall reduction of mTECs, the absolute number of CD80^+^ mTECs, MHC II^high^ mTECs and Aire^+^ mTECs all decreased dramatically (Figure 3B). Specifically, Aire expressed on CD80^+^MHC II^high^ mTECs (mTEC^high^) and then regulated the expression of thousands of TRAs (Heino et al., 2000; Gray et al., 2007; Wells et al., 2020). *Sirt6* deletion accelerated the maturation of CD80^–^Aire^–^ mTECs to the differentiation of CD80^+^Aire^–^mTEC, but did not affect its further differentiation into CD80^+^Aire^+^ mTECs (Figures 3C,D). As shown by similar expression of MHC II and CD40, *Sirt6* did not affect the maturation of cTECs (Supplementary Figures 4B,C).

**FIGURE 3:**
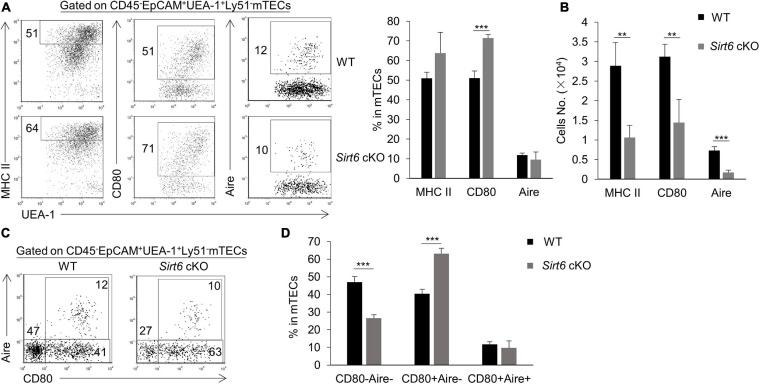
The proportion of CD80^+^ mTECs specifically increases in *Sirt6* cKO mice. **(A)** Representative flow cytometric profiles and frequencies of MHC II, CD80 and Aire expressed on mTECs of WT and *Sirt6* cKO mice. **(B)** Cell numbers of MHC II^high^, CD80^+^ and Aire^+^ mTECs of *Sirt6* cKO mice and littermates. **(C)** Flow cytometry plots showed the mature stage by detecting the expression of CD80 and Aire. **(D)** The ratio statistics of different stages in the maturation of mTECs have been shown. *N* ≥ 4 per group. **p < 0.01 and ***p < 0.001 (Student’s *t*-test).

TNFR family members CD40, RANK, and LTβR play a critical role in promoting the development of mTECs (Rossi et al., 2007; Zhu et al., 2007; Akiyama et al., 2008, 2012; Hikosaka et al., 2008; Seach et al., 2008; Cosway et al., 2017). There was no significant difference in *Cd40* and *Rank* expression in mTECs between *Sirt6* cKO mice and wild-type mice, but the expression of *Ltbr* in *Sirt6* deficient mTECs decreased slightly (Supplementary Figure 5).

### *Sirt6* Regulates the Development and Maturation of mTECs Through SPIB-OPG Feedback Mechanism

In order to figure out the regulation of mTEC maturation in molecular basis, we performed KEGG analysis for the RNA-seq results. We found that the endocytosis, NF-κB signaling pathway and focal adhesion were upregulated in *Sirt6*-deficient mTECs (Figure 4A). Among them, NF-κB signaling pathway has been reported to be essential in the development and maturation of mTECs (Burkly et al., 1995; Weih et al., 1995; Kajiura et al., 2004; Akiyama et al., 2005; Kinoshita et al., 2006; Zhang et al., 2006; Zhu et al., 2006; Riemann et al., 2017; Jin and Zhu, 2018). 

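KEGG's own gene lists were not used here, and hand-written core lists stood in for the 3 pathways. Of the 18547 genes tested, 977 (5.27%) were higher in the libraries labelled *Sirt6* cKO at an unadjusted p of 0.05. Among 94 genes of NF-κB signaling, 17 were higher, an odds ratio of 4.02 (one-sided Fisher's exact test, p = 2.19e-05 adjusted over the 3 lists). Among 188 focal adhesion genes, 23 were higher (odds ratio 2.54, adjusted p = 2.20e-04 from the same exact test). Among 192 endocytosis genes, 21 were higher (odds ratio 2.24, adjusted p = 0.00123 from the same exact test). The alternatives that moved these results most were those computed with limma from TPM. With a pseudocount of 0.1 the odds ratio of the endocytosis list was 0.678, and 0 of the 3 lists passed an adjusted p of 0.05. The median log2 fold changes of the whole lists were 0.11 for NF-κB signaling, 0.18 for focal adhesion and 0.14 for endocytosis. Fisher's test treats genes as independent. In the same order, the whole lists had unadjusted p = 0.111, 0.0155 and 0.0661 with camera. With fry they had p = 0.165, 0.0975 and 0.0311, and with camera at an estimated correlation p = 0.218, 0.172 and 0.114. The NF-κB signaling list thus passed 0.05 in none of these set tests.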

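A hand-written list of 77 NF-κB target genes took the place of the target set used in the paper. Its median log2 fold change was 0.22, with 52 genes higher and 25 lower in the libraries labelled *Sirt6* cKO. The genes ranged from -1.08 for *Ltb* to 3.26 for *Il1rn*, and *Il1rn* rose from 111 ± 80.5 CPM (SD, n = 2) to 1060 ± 130 CPM (SD, n = 2). The list had p = 1.66e-04 with camera, p = 0.00357 with fry and p = 0.0379 with camera at an estimated correlation (two-sided, n = 77 genes). The median was 0.34 without WT 1, the library whose removal moved it most. Of the 77 genes, 19 are also shown in Figure 4C, which the study drew from these libraries. The remaining genes had a median of 0.12 and a camera p = 0.145 (n = 58 genes). All 36 genes of Figure 4C were higher, from 0.43 for *Cxcl1* to 1.70 for *Prdm1* on the log2 scale, and 32 of them passed an unadjusted p of 0.05. None of the 36 passed an adjusted p of 0.05 over all genes tested (0 genes), and 15 did so adjusted over the list alone, which is not independent evidence for a list chosen on these libraries. DESeq2 gave 8 of the 36 genes an adjusted p under 0.05 over all genes. The count at the unadjusted p was 20 with upper quartile normalization and moved most with limma on log2(TPM + 0.1), to 12 genes.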

NF-κB target geneset was also enriched in *Sirt6* absent mTECs, indicating that NF-κB signaling pathway was indeed activated after *Sirt6* deletion (Figures 4B,C).

**FIGURE 4:**
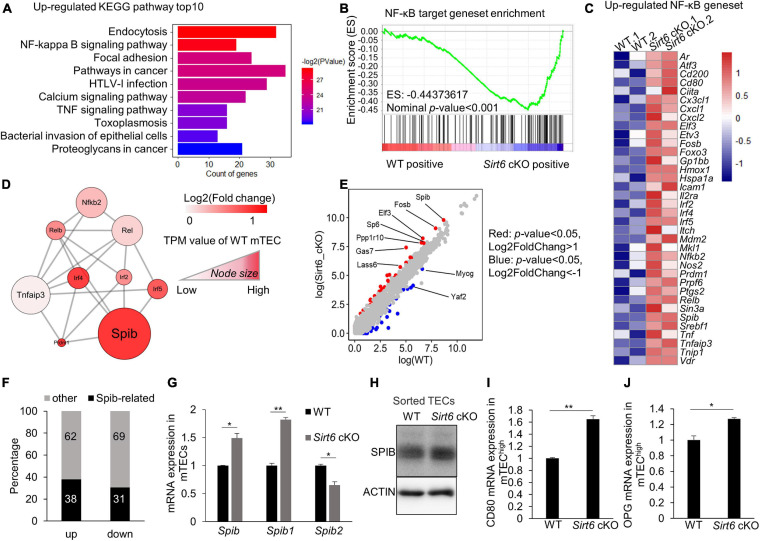
*Sirt6* deficiency leads to the activation of NF-κB pathway which in turn upregulates the expression of *Spib*. **(A)** Upregulated genes in *Sirt6* deficient mTECs were enriched in KEGG pathways, top10 pathways were ordered by *p*-value. All pathways were selected under the standard of *p* < 0.05. **(B)** GSEA analysis reveals that NF-κB target geneset had a more positive expression in *Sirt6* deficient mTECs defined by the criterion of *p* < 0.001. **(C)** The upregulated genes (*p* < 0.05) involved in NF-κB target geneset were performed by heatmap. **(D)** The molecular network between NF-κB and its downstream associated upregulated genes was constructed by STRING. All genes belong to transcription factors, color indicated the change of log2FoldChange and Node size indicated the TPM value of wild-type mTECs. **(E)** The scatter plot showed the difference of TPM values between wild-type and *Sirt6* deficient mTECs. The transcription factors with significant changes were color-coded in the plot, red indicated that genes under the criterion of *p* < 0.05 and log2foldchange > 1 and blue indicated that genes under the criterion of *p* < 0.05 and log2foldchange < -1. **(F)** The bar graph shows the changes of SPIB target genes in *Sirt6* deficient mTECs relative to wild-type mTECs. Black indicates the proportion of SPIB target genes, which was obtained from the results of ChIP-seq. **(G)** Expression of *Spib* and its two different promoters (*Spib1* and *Spib2*) in mTECs (CD45^–^EpCAM^+^UEA-1^+^Ly51^–^) sorted from wild-type or *Sirt6* cKO mice were measured by quantitative Real-Time PCR analysis. Data were normalized to *Hprt* mRNA levels. **(H)** Western blot result for SPIB expression in TECs (CD45^–^EpCAM^+^) sorted from wild-type or *Sirt6* cKO mice. **(I,J)** Quantitative Real-Time PCR analysis of *Opg* **(I)** and *Cd80* **(J)** mRNA expression in mTEC^high^ (CD45^–^EpCAM^+^UEA-1^+^CD80^+^MHC II^high^) sorted from wild-type and *Sirt6* cKO mice. Data were normalized to *Hprt* mRNA levels. *p < 0.05 and **p < 0.01 (Student’s *t*-test).

Next, we focused on the NF-κB signaling pathway to understand why *Sirt6* specifically restricts the development of CD80^+^ mTECs. 

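Figure 4D names 9 genes, *Spib* among them, which its legend counts as transcription factors. All 9 were higher in the libraries labelled *Sirt6* cKO at an unadjusted p of 0.05 from edgeR's test. The smallest log2 fold change was 0.47 for *Tnfaip3* (standard error 0.15). *Relb* rose from 54.2 ± 4.08 CPM (SD, n = 2) to 92.0 ± 2.82 CPM (SD, n = 2), and *Nfkb2* from 195 ± 46.8 CPM (SD, n = 2) to 300 ± 28.2 CPM (SD, n = 2). *Irf4*, *Irf5* and *Irf2* had log2 fold changes of 0.99, 0.91 and 0.75, and *Rel* of 0.55. Exons of *Irf5* and *Nfkb2* overlap those of *Tnpo3* and *Psd* on the other strand, by 411 and 299 bases. *Prdm1* differed more between replicates, with 1035 and 412 counts in WT and 2862 and 1613 counts in the libraries labelled *Sirt6* cKO.

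*Spib*, on chromosome 7 of GRCm38 from 44525993 to 44532071, had 33907 and 32819 counts in WT and 67018 and 74018 counts in the libraries labelled *Sirt6* cKO. Its mean rose from 517 ± 1.62 CPM (SD, n = 2) to 1132 ± 30.8 CPM (SD, n = 2). The log2 fold change was 1.13 (standard error 0.14, adjusted p = 0.34 from edgeR's quasi-likelihood test over all genes), and the difference was larger than the spread between replicates. With DESeq2 the adjusted p was 4.23e-06. Over its alternatives fitted to all 4 libraries, the log2 fold change lay between 1.04 and 1.13.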

We analyzed the network of NF-κB related transcription factor and found that *Spib*, as an important transcription factor related to the development and differentiation of mTEC (Akiyama et al., 2014), was notably increased in *Sirt6*-deficient mTECs (Figure 4D). 

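The known transcription factors of mTECs were taken as a hand-written list of 19 genes. *Spib* ranked 3 of 19 by the size of its log2 fold change. *Foxj1* (1.98, standard error 0.72) and *Hnf4a* (-1.19, standard error 0.58) had larger ones, at mean levels under 37 CPM in each group. By p-value *Spib* ranked 1 of 19, with an adjusted p = 0.00558 from edgeR's test when adjusted over the list alone. Its TPM also differed most between the groups, by 480, followed by *Aire* with 248. The rank by fold change depended on single libraries: it was 1 without *Sirt6* cKO 1 and 5 without *Sirt6* cKO 2. Of the 19 factors, 9 were higher at an unadjusted p of 0.05 and 0 were lower, while 0 passed an adjusted p of 0.05 over all genes tested.

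The 9 transcription factors of Supplementary Figure 6A all passed an unadjusted p of 0.05, with 5 higher and 4 lower. *Gas7* (2.45), *Hand1* (1.77), *Elf3* (1.58) and *Ppp1r10* (1.34) had larger log2 fold changes than *Spib*. *Zfp238* (-2.56), *St18* (-2.21), *Yaf2* (-1.60) and *Hes6* (-0.93) were lower.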

Among the known transcription factors involved in the development and differentiation of mTEC, *Spib* showed the greatest difference between WT and *Sirt6* deficient mTECs (Supplementary Figure 6A). Furthermore, *Spib* was the highest expressed compared with other transcription factors that changed (*p* < 0.05) between *Sirt6* deficient mTECs and wild-type control (Figure 4E).

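In the deposited TPM values, *Spib* stood at 408 ± 6.91 (SD, n = 2) in WT and 888 ± 28.3 (SD, n = 2) in the libraries labelled *Sirt6* cKO. *Aire* stood at 445 ± 71.1 (SD, n = 2) and 693 ± 86.4 (SD, n = 2), and its exons overlap those of *Dnmt3l* on the other strand by 67 bases. *Hes6* stood at 459 ± 17.1 (SD, n = 2) and 239 ± 1.25 (SD, n = 2). *Fosb* was higher by a log2 fold change of 1.20 (standard error 0.41) and stood at 541 ± 203 (SD, n = 2) in the libraries labelled *Sirt6* cKO. By mean TPM in WT, *Fezf2* (650 ± 25.2, SD, n = 2), *Hes6* and *Aire* were thus above *Spib*, *Aire* by less than its SD. In the libraries labelled *Sirt6* cKO, *Spib* was the highest of the 35 genes listed here, which the paper or the hand-written list counts as factors. *Fezf2* had no detectable difference between the groups, at a log2 fold change of -0.20 (standard error 0.35), and lay at 0.24 without *Sirt6* cKO 1 and -0.85 without *Sirt6* cKO 2. Of the 9 factors named in Figure 4E, 8 passed an unadjusted p of 0.05 from edgeR's test, with 7 higher and 1 lower. The exception was *Myog*, which had a log2 fold change of -1.04 (standard error 0.43). *Sp6* (1.08) and the gene the files list as *Lass6* (1.33) were higher.

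**Figure D2:**
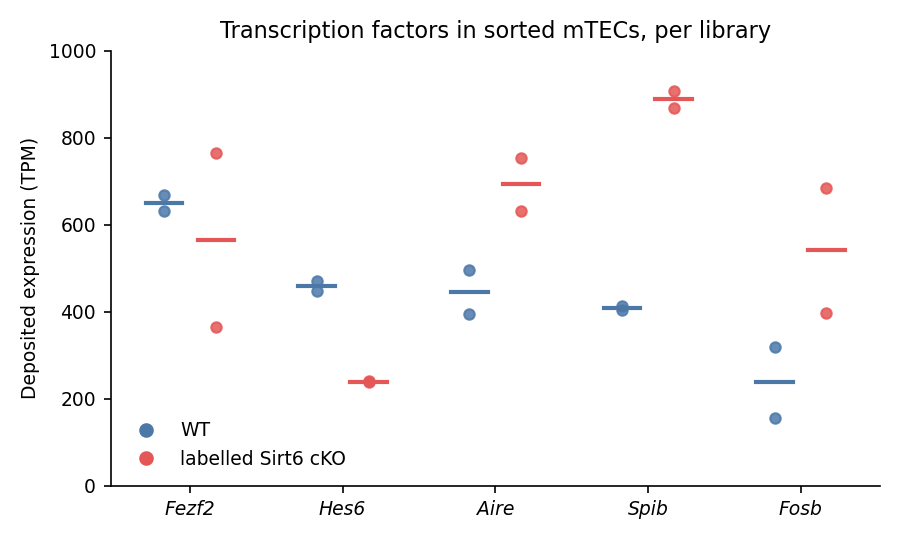
Deposited TPM of 5 transcription factors, with 1 point per library and a line at the mean of the 2 libraries of each group. *Spib* stands at 408 in WT and 888 in the libraries labelled *Sirt6* cKO.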

In order to verify the contribution of upregulated *Spib* in *Sirt6* deficient mTECs, we compared the genes directly regulated by *Spib* (Christie et al., 2015) and the genes changed in *Sirt6* deficient mTECs. 

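At an unadjusted p of 0.05, edgeR's quasi-likelihood test gave 615 genes lower and 977 genes higher in the libraries labelled *Sirt6* cKO. Together these 1592 genes were 8.58% of those tested, and 61.4% of them were higher. At an adjusted p of 0.05, 1 gene was higher and 0 were lower, and the same held with the fold change over 2 that the methods name. The higher gene was *Amd2*, which shares most of its sequence with *Amd1*. DESeq2, the tool named in the methods, gave 1217 higher and 920 lower genes at the unadjusted p among 20997 genes with a count. It shared 1555 of the 1592 genes. At an adjusted p of 0.05, DESeq2 gave 200 genes higher and 154 lower. Scaling changed the balance of directions: with upper quartile normalization 751 genes were higher and 800 lower, and 48.4% of the calls were higher. With library size alone, 721 were higher and 838 lower, and the share was 46.2%. The groups did not overlap in 7763 genes (41.9%), where chance gives 33.3% for 2 libraries against 2.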

Our RNA-seq results showed that 920 genes was down-regulated (*p* < 0.05), and 1,217 genes was up-regulated (*p* < 0.05) in the *Sirt6* deficient mTECs. Among the genes regulated by *Spib*, 461 genes were up-regulated (38% of 1,217 upregulated genes) and 281 genes were down-regulated (31% of 920 down-regulated genes) (Figure 4F). The genes directly regulated by *Spib* accounted for 35% of those with statistical difference between wild-type and *Sirt6* deficient mTECs.

Previous studies showed that *Spib1* rather than *Spib2* is highly expressed in mTECs (Akiyama et al., 2014). To verify the expression of *Spib* in mTECs, we isolated mTECs (CD45^–^EpCAM^+^UEA-1^+^ly51^–^) from wild-type or *Sirt6* cKO mice. Quantitative PCR analysis showed that *Spib1*, not *Spib2*, was upregulated after *Sirt6* deletion (Figure 4G). In addition, western blot result of sorted TECs (CD45^–^EpCAM^+^) confirmed that SPIB was indeed up-regulated after *Sirt6* conditional knockout (Figure 4H and Supplementary Figure 6B). It has been reported that *Spib* promotes *osteoprotegerin* (*Opg*) expression and participates in the mTEC developmental stage–specific negative feedback regulation (Akiyama et al., 2014). The development of mTECs was limited in *Sirt6* cKO neonates but not in E16.5 (Supplementary Figures 7A,B), which was consistent with the previous report that *Spib* regulated the development of mTECs in neonates rather than embryos (Akiyama et al., 2014). mTEC^hi^ population (CD45^–^EpCAM^+^UEA-1^+^CD80^+^MHC II^high^) were sorted from wild-type or *Sirt6* cKO mice (Supplementary Figure 6C), and the expression of *Cd80* and *Opg* were evaluated by quantitative PCR analysis. After *Sirt6* deletion, the expressions of *Cd80* and *Opg* were up-regulated (Figures 4I,J).

### The Development of Thymocytes Is Abnormal in *Sirt6* cKO Mice

Positive and negative selection T cells in thymus is mainly orchestrated by TECs (Anderson et al., 2000; Rodewald, 2008). We examined the development of thymocytes in *Sirt6* cKO mice to determine whether the impaired mTEC development affected its function in orchestrating thymocytes development. Although the proportion of DN, DP, CD4 SP, and CD8 SP was unaffected by *Sirt6* deletion, their cellularity decreased significantly in *Sirt6* cKO mice compared with wild-type control (Figures 5A,B). The further maturation of post-selected thymocytes downregulates the expression of CD24, CCR7 and upregulates the expression of CD62L (Zuklys et al., 2016; Liang et al., 2018). We found the frequency of CD24^low^CD62L^high^CD4^+^CD8^–^TCRβ^+^ and CD24^low^CD62L^high^CD4^–^CD8^+^TCRβ^+^ reduced in *Sirt6* cKO mice (Figure 5C and Supplementary Figure 8A). The percentage of CD24^–^CCR7^lo^CD4^+^CD8^–^TCRβ^+^CD5^+^Foxp3^–^ thymocytes and CD24^–^CCR7^lo^CD4^–^CD8^+^TCRβ^+^CD5^+^ thymocytes decreased in *Sirt6* cKO mice (Figures 5D,E and Supplementary Figure 8B), implying the further maturation of thymocytes was restrained by dysfunctional mTECs in *Sirt6* cKO mice. The number of CD4^+^ T cells or CD8^+^ T cells and the portion of naïve CD4^+^ T cells or naïve CD8^+^ T cells reduced in spleen, indicating that T cells output from thymus decreased after *Sirt6* deletion in TECs (Figures 5F,G and Supplementary Figure 8C).

**FIGURE 5:**
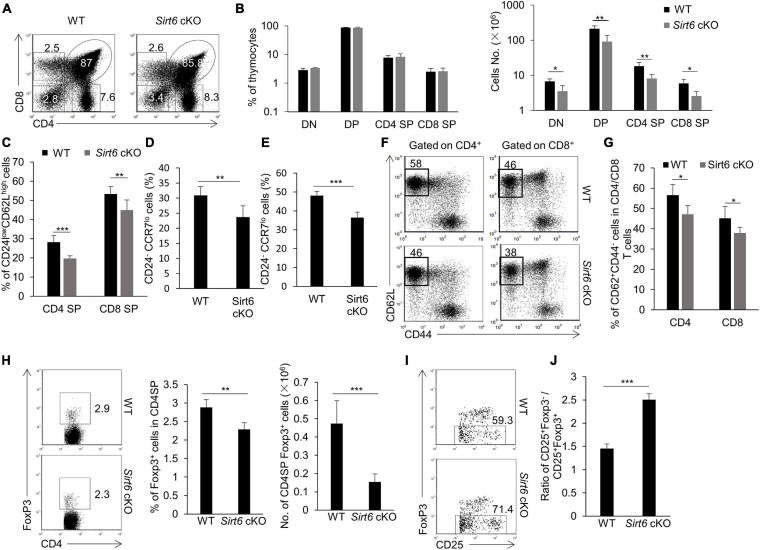
The development of thymocytes is impaired after *Sirt6* deletion in TECs. **(A)** Representative flow cytometry plots of CD4 and CD8 expressed on thymocytes derived from wild-type and *Sirt6* cKO mice. **(B)** Frequencies (left) and absolute cell numbers (right) of DN (CD4^–^CD8^–^), DP (CD4^+^CD8^+^), CD4SP (CD4^+^CD8^–^), and CD8 SP (CD4^–^CD8^+^) thymocytes of *Sirt6* cKO mice and littermate controls. **(C)** Frequencies of CD24^low^CD62L^high^TCRβ^+^ CD4SP and CD24^low^CD62L^high^TCRβ^+^ CD8SP mature thymocytes of wild-type and *Sirt6* cKO mice. **(D)** Frequencies of CD24^–^CCR7^lo^CD4^+^CD8^–^TCR^+^CD5^+^Foxp3^–^ thymocytes of wild-type and *Sirt6* cKO mice. **(E)** Frequencies of CD24^–^CCR7^lo^CD4^–^CD8^+^TCR^+^CD5^+^ thymocytes of wild-type and *Sirt6* cKO mice. **(F,G)** Representative flow cytometry plots **(F)** and frequency **(G)** of naïve (CD62L^+^CD44^–^) T cells in CD4^+^ or CD8^+^ splenocytes of wild-type and *Sirt6* cKO mice. **(H)** Flow cytometry plots (left) and frequency (middle) and absolute cell numbers (right) of Foxp3^+^nTreg of *Sirt6* cKO mice and littermate controls. **(I)** Flow cytometry plots show the maturation of nTreg from precursors (CD4^+^CD8^–^CD25^+^Foxp3^–^) to mature (CD4^+^CD8^–^CD25^+^Foxp3^+^) in wild-type and *Sirt6* cKO mice. **(J)** Ratio of precursor to mature nTreg between wild-type and *Sirt6* cKO mice. *N* ≥ 4 per group. *p < 0.05, **p < 0.01, and ***p < 0.001 (Student’s *t*-test).

In addition to the elimination of self-reactive T cells, mTECs play an important role in promoting the diversion of nTreg cells lineage (Cowan et al., 2013; Kadouri et al., 2020). The results showed that the percentage and the cell number of mature nTreg cells (Foxp3^+^CD4 SP) decreased obviously in *Sirt6* cKO mice compared to their littermate controls (Figure 5H). By detecting the maturation process of nTreg cells (Lio and Hsieh, 2008), we found the ratio of immature nTreg cells (Foxp3^–^CD25^+^CD4 SP) to mature nTreg cells (Foxp3^+^CD25^+^CD4 SP) increased notably in *Sirt6* cKO mice, implying that the maturation of nTreg cells was blocked during the differentiation of Foxp3^–^CD25^+^CD4 SP to Foxp3^+^CD25^+^CD4 SP (Figures 5I,J and Supplementary Figure 8D).

### Central Immune Tolerance Is Disrupted in the *Sirt6* cKO Mice

Due to the developmental and functional defects of mTECs in *Sirt6* cKO mice, we next determined whether such defects affected the establishment of central immune tolerance. We compared the body weight of *Sirt6* cKO mice with their age-matched littermate controls and found the body weight of *Sirt6* cKO mice was lower obviously than their age-matched littermate controls 20 weeks after birth (Figure 6A). Lymphocytic infiltrates in multiple organs is an important index to judge the occurrence of autoimmune disease (Chuprin et al., 2015). H&E staining results showed that many organs in the 8-month-old *Sirt6* cKO mice had more severe lymphocytes infiltration than wild-type control mice, including the salivary gland, kidney, lung, and liver (Figure 6B). We further examined the presence of autoantibodies in serum of 8-month-old *Sirt6* cKO. Indeed, there were high levels of antinuclear antibodies in the serum of *Sirt6* cKO mice (Figure 6C). What’s more, compared with wild-type control mice, *Sirt6* cKO mice had more autoantibodies against many organs of Rag2 KO mice (Shinkai et al., 1992), such as liver, colon, and salivary gland (Figure 6D).

**FIGURE 6:**
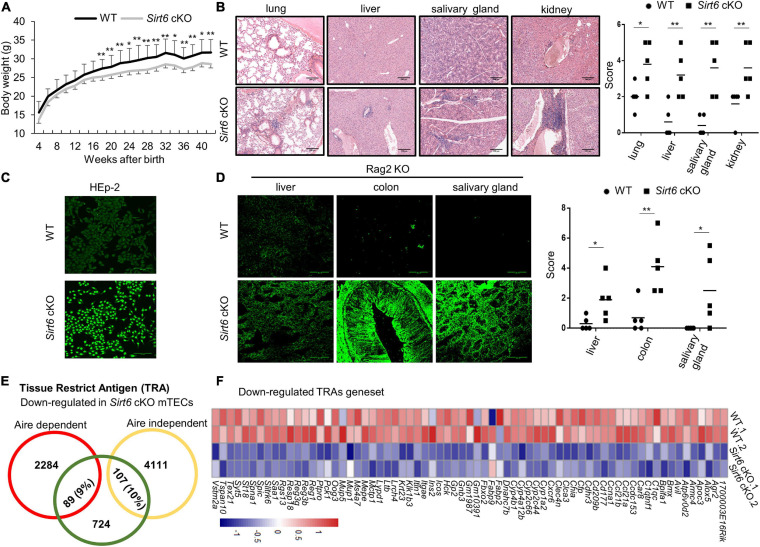
*Sirt6* cKO mice spontaneously develop severe autoimmune disorder. **(A)** Curve of body weight with age of wild-type and *Sirt6* cKO mice. **(B)** Hematoxylin and eosin (H&E) stained paraffin embedded sections of lung, liver, salivary gland, and kidney of 8-month-old wild-type and *Sirt6* cKO mice. Infiltration scores and means are indicated. Scale bars: 200 μm. **(C)** Antinuclear antibodies from the serum of 8-month-old wild-type and *Sirt6* cKO mice combined with HEp-2 cell line then detected by anti-mice IgG-AF488 antibody. Scale bars: 100 μm. **(D)** Tissue sections (liver, colon, and salivary gland) of Rag2 knockout mice were incubated with the serum of 8-month-old wild-type and *Sirt6* cKO mice to detect autoantibodies. Scores and means are indicated. Scale bars: 100 μm. **(E)** The downregulated of Aire-dependent and Aire-independent TRA genes in the comparison of wild-type and *Sirt6* deficient mTEC were calculated in venn diagram. Aire-dependent genes were circled in red and Aire-independent genes were circled in yellow. **(F)** Heatmap of the downregulated TRAs genes (*p* < 0.05) in *Sirt6* deleted mTEC. *N* ≥ 5 per group. *p < 0.05 and **p < 0.01 (Student’s *t*-test).

The expression of TRAs on the mature mTECs is essential for eliminating auto-reactive T cells and promoting the development of nTreg cells, which is essential for the establishment of central immune tolerance (Klein et al., 2000). We analyzed the expression of Aire-dependent and Aire-independent TRAs (Sansom et al., 2014; Rodrigues et al., 2017) and found that the expression of both Aire-dependent and Aire-independent TRAs was affected in the mTECs after *Sirt6* deletion (Figure 6E). Compared with *Sirt1* which only specifically regulates Aire-dependent TRAs (Chuprin et al., 2015), *Sirt6* affect a wider range of TRAs expression. Most of the down-regulated TRAs in *Sirt6* deficient mTECs were shown in Figure 6F. 

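Figure 6F names 69 genes, of which 67 passed the filter on low counts. Of these, 66 were lower in the libraries labelled *Sirt6* cKO, 62 of them at an unadjusted p of 0.05 from edgeR's test. The median log2 fold change was -1.71, also with the genes at the detection limit taken at their bound. None of the 67 passed an adjusted p of 0.05 over all genes tested (0 genes). Adjusted over the list alone 62 did, which is not independent evidence because the study chose the list on these libraries. DESeq2 gave 60 of the 67 genes an adjusted p under 0.05 over all genes. Of the genes in the figure, 6 belong to a hand-written tuft cell list and 5 to one of macrophages and dendritic cells. Those lists had medians of -1.07 and -0.84, so a different make-up of the sorted cells may contribute to the lower values.

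*Gnb3* (log2 fold change -1.40, standard error 0.18) and *Rgs13* (-2.13, standard error 0.29) had small errors, and *Gnb3* fell from 298 ± 28.8 CPM (SD, n = 2) to 113 ± 9.24 CPM (SD, n = 2). *Mepe* had 140 and 352 counts in WT and 0 in both libraries labelled *Sirt6* cKO, so it was at least 79.5-fold lower; without WT 2 the bound was -5.47 on the log2 scale. *Armc4* fell by 4.21 on the log2 scale. *Lypd1* had 2268 and 2272 counts in WT and 24 and 7 in the libraries labelled *Sirt6* cKO, and its exons overlap those of *Gpr39* on the other strand by 1202 bases. *Gm10391* and *Mup5* were not tested, because WT 2 held 458 and 310 counts, WT 1 held 2 and 6, and the other libraries 0. *Mup1* (-0.96, standard error 0.60), *Ins2* (-0.77, standard error 0.68), *Apoc3* (-0.68, standard error 0.54) and *Fabp2* (-0.25, standard error 0.40) were lower without passing the unadjusted p, and *Fabp2* lay at 0.04 without WT 1. *Fabp9* had a log2 fold change of 0.07 (standard error 0.32), which turned to -0.01 with upper quartile normalization and -0.02 with library size alone, and lay at -0.24 without WT 1. Of its 50-base words, 49.3% are shared with the annotated gene *Gm37389*, and 94.8% of those of *Mup1* are shared with other genes. Of the 8 genes of the figure for which Table 1 lists primers, 7 were lower and 3 of these passed an unadjusted p of 0.05, *Cd177* (-1.16) among them.

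**Figure D3:**
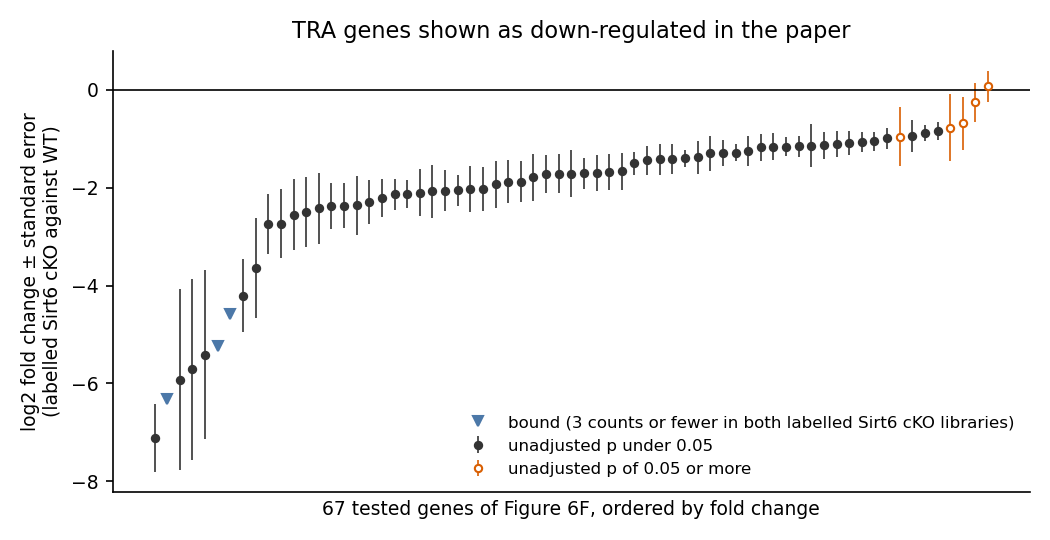
Log2 fold change and standard error of the 67 tested genes of Figure 6F, ordered by fold change, with triangles for the genes at the detection limit in both libraries labelled *Sirt6* cKO, drawn at their bound. Of the 67 genes, 66 lie under 0, and *Fabp9* lies at 0.07.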

The decreased TRAs expression indicated that the function of mTECs in establishing central immune tolerance was impaired after *Sirt6* deletion.

## Discussion

We define *Sirt6* as an important regulator in mTEC development. As *Sirt6* ablation inhibits the proliferation of mTECs, the percentage and absolute number of mTECs decrease significantly. These results suggest that, in contrast to *Sirt1*, *Sirt6* is involved in the regulation of mTEC development. Previous reports have shown that *Sirt6* deficiency has linked to many diseases, such as cancer, neurodegeneration and aging (Khan et al., 2018). Because *Sirt6* knockout mice died several weeks after birth (Mostoslavsky et al., 2006), the specific function of *Sirt6* in different organs are unclear. Age-related thymic involution occurs at the early stage of organisms (Taub and Longo, 2005; Chinn et al., 2012) and TEC-intrinsic molecules are considered to be an important and sufficient to initiate thymus involution (Lynch et al., 2009; Rezzani et al., 2014; Cheng and Anderson, 2018; Wang et al., 2019; Baran-Gale et al., 2020). Although a recent study showed that *Sirt6* deficiency in cynomolgus monkey causes developmental retardation, the main effect of *Sirt6* deficiency in rodents was showed to be associated with accelerated aging (Mostoslavsky et al., 2006; Kawahara et al., 2009; Kanfi et al., 2012; Zhang et al., 2018). Compared with thymus weight loss and naïve T cell levels in spleens of wild-type and *Sirt6* cKO mice during 4 weeks to 8 months after birth, *Sirt6* cKO mice do not show any detectable increased thymus weight loss and the reduced naïve T cells in spleen. These results suggest that *Sirt6* ablation in TECs do not accelerate thymic involution.

On the other hand, we have found that 8-month-old *Sirt6* cKO mice, rather than age-matched wild-type mice, have substantial lymphocytic infiltrates in multiple organs and obvious autoantibodies in the serum, indicating that *Sirt6* deficient in mTECs leads to autoimmune disorders. These pathological changes can be supported by the decrease of Aire-dependent and independent TRA expressions and the blockage of nTreg cell maturation in the thymus of *Sirt6* cKO mice. The impaired TRA expression and the poor nTreg cell maturation in *Sirt6* cKO mice may lead to the failure of establishing central immune tolerance, which subsequently contribute to the development of autoimmune disease in *Sirt6* cKO mice. On the other hand, the frequency of Helios expressing thymocytes during T cell maturation (Daley et al., 2013; Zuklys et al., 2016) in *Sirt6* cKO mice did not change compared with those in WT mice, indicating that the negative selection of these cells in Sirt6 cKO mice seems not remarkably affected (Data not shown). However, the development of CD24^+^CCR7^+^ to CD24^–^CCR7^lo^ CD4SP and CD8 SP cell in Sirt6 cKO mice was blocked, and the frequency of TCRβ^high^CD24^low^CD62L^high^ CD4 SP and TCRβ^high^CD24^low^CD62L^high^ CD8 SP in Sirt6 cKO mice were decreased, implying the further maturation of T cells may be restrained by dysfunctional mTECs in *Sirt6* cKO mice. It is reported that chemokines CCL19 and CCL21, as functional ligands of CCR7, play an important role in the accumulation of positively selected thymocytes in thymic medulla, which is crucial for the elimination of auto-reactive T cells (Ueno et al., 2002, 2004; Anderson and Takahama, 2012; Kozai et al., 2017). RNA-seq data showed that the expression of Ccl19 and Ccl21a in Sirt6 deficient mTECs decreased significantly, which indicated that the ability of mTEC to eliminate self-reactive T cells might be impaired. 

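*Ccl19* had 11341 and 12594 counts in WT and 5997 and 8232 counts in the libraries labelled *Sirt6* cKO, a log2 fold change of -0.70 (standard error 0.21, adjusted p = 0.54 from edgeR's quasi-likelihood test). Of its 50-base words, 59.1% occur in the annotated gene *Gm2564*, which the files do not list under that name. *Ccl21a*, on chromosome 4 from 42772860 to 42773993, had 32962 counts in WT 1, 78096 in WT 2, 8324 in *Sirt6* cKO 1 and 12621 in *Sirt6* cKO 2. Its log2 fold change was -2.37 (standard error 0.46, adjusted p = 0.54 from the same test). Both genes passed an unadjusted p of 0.05. With DESeq2 the adjusted p was 0.142 for *Ccl19* and 9.15e-06 for *Ccl21a*. The size of the fall in *Ccl21a* depended on WT 2, and without that library the log2 fold change was -1.59. *Ccl21a* shares 71.6% of its 50-base words with a near-identical gene, and *Ccl21b* shares all of its words (100%), so the counts of the single copies are uncertain. Its copies, chosen after their values were seen, did not move together. *Ccl21b* and *Gm1987* had log2 fold changes of -2.37 and -2.73, while *Ccl21c* (1.05, standard error 0.65), *Gm10591* (1.15, standard error 0.68) and *Gm13304* (1.07, standard error 0.62) had higher counts in the libraries labelled *Sirt6* cKO, without passing an unadjusted p of 0.05. The summed counts of the 9 copies in the files fell by 2.26 on the log2 scale (standard error 0.43).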

Previous reports show that different GFP levels in Rag2p GFP transgenic mice can be used to evaluate thymocyte medullary dwell time, “thymic age” of thymocytes and identify recent thymic emigrants directly (Yu et al., 1999; Boursalian et al., 2004; McCaughtry et al., 2007; Hauri-Hohl et al., 2014; Cowan et al., 2016; White et al., 2017). The medullary residency time is closely related to the establishment of central immune tolerance (McCaughtry et al., 2007). By using the OT2/RIP-OVA system, self-reactivity and TCR affinity for self-antigen are proved to be related to the negative selection and the development of nTreg cells (Lee et al., 2012; Wyss et al., 2016; Santamaria et al., 2021). Thus, we should employ these mouse models to directly and systemically address whether thymic negative selection and Treg development are impaired by *Sirt6* deficiency in TECs in the future.

The results showed that the proportion and the cell number of Ki67^+^ mTECs and BrdU^+^ mTECs decreased after *Sirt6* deletion. Together with the analysis of RNA-seq assays, our data indicate that the reduced proliferation ability of *Sirt6*-deficient mTECs is likely due to the decrease of DNA replication. The differentiation from CD80^–^ mTECs to CD80^+^ mTECs has been accelerated specifically in *Sirt6* cKO mice, implying the differentiation of mTECs is affected in the absence of *Sirt6*. SIRT6 is originally thought to be a mono-ADP-ribosyltransferase, which has later been found to be involved in DNA repair (Liszt et al., 2005; Mao et al., 2011). SIRT6, on the other hand, is widely known as a deacetylase (Michishita et al., 2008; Kawahara et al., 2009; Michishita et al., 2009; Yang et al., 2009; Zhong et al., 2010; Tasselli et al., 2016). In sorted mTECs, acetylation do not increase after *Sirt6* ablation, indicating that SIRT6 may not act as a key deacetylase in the development of mTEC. This observation is supported by the studies showing that deacetylase activity of SIRT6 is 1,000 times slower than other sirtuin family members (Pan et al., 2011). Our RNA-seq analysis data show that NF-κB signaling pathway is remarkably up-regulated in the *Sirt6*-deficient mTECs, which is nicely in line with the observation showing that *Sirt6* deletion up-regulated the expression NF-κB target genes (Kawahara et al., 2009). It is well-known that the development and differentiation of mTEC depends on NF-κB signaling pathway (Burkly et al., 1995; Weih et al., 1995; Kajiura et al., 2004; Akiyama et al., 2005; Kinoshita et al., 2006; Zhang et al., 2006; Zhu et al., 2006; Riemann et al., 2017; Jin and Zhu, 2018). The enhanced NF-κB signal pathway up-regulated the expression of *Spib* in mTECs after *Sirt6* deletion as indicated by RNA-seq, real-time PCR and western blot assays, as previously reported (Akiyama et al., 2014). It is nicely demonstrated by Akiyama et al. that *Spib* remarkably limits the development and maturation of mTECs but promotes CD80 expression in mature mTECs (Akiyama et al., 2014). Importantly, RANKL stimulation consecutively induces *Spib* expression in TECs and *Spib* facilitates expression of OPG protein, which competitively inhibits RANKL–RANK interactions as a decoy receptor of RANKL, in mTECs by maintenance of the hypomethylated states in *Opg* (Akiyama et al., 2014; Tsukasaki et al., 2020). Thus, SPIB–mediated negative feedback regulation of RANKL signaling limits mTEC development in neonates but not in embryos by forming RANKL-NF-κB-SPIB-OPG regulating loop in mTECs (Akiyama et al., 2014). Our results suggest that *Sirt6* negatively regulates the expression of NF-κB-SPIB-OPG pathway, which is crucial for the postnatal development and maturation of mTECs. However, it should be noted that mTECs are heterogenous and some atypical types of terminally differentiated mTECs exist in the thymus (Bornstein et al., 2018; Miller et al., 2018; Park et al., 2020). A newly defined IL25^+^ thymic tuft cells are regulated by *Pou2f3* and affect the development of thymus-resident type-2 innate lymphoid cells and thymic invariant natural killer T cells (Bornstein et al., 2018; Miller et al., 2018; Lucas et al., 2020). The latest research shows that there are two distinct groups in human TECs, TEC(myo)s and TEC(neuro)s (Park et al., 2020). Considering the diversity and heterogeneity of TECs, we may speculate another possibility that the increased *Spib* expression in Sirt6 cKO mTECs may be caused by the enhanced *Spib* expression in some unidentified mTEC subpopulation rather than that the expression level of *Spib* was simply increased in whole mTECs. Unfortunately, our present results could not exclude this possibility and more detailed studies on *Sirt6*-mediated regulation in the development of mTEC subpopulations should be performed in the future.

In summary, our study reveals that *Sirt6* is involved in the regulation of the development, maturation and function of mTECs and is critical for establishment of central immune tolerance. These results support the non-redundant role of different epigenetic molecules in maintaining the functional integrity of mTEC and preventing autoimmune disorders.

## Materials and Methods

### Mice

*Sirt6*^loxp/loxp^ mice (Kim et al., 2010; Wang et al., 2016) were crossed with *Foxn1*-Cre mice (Soza-Ried et al., 2008; Liu et al., 2013) to generate *Foxn1*-Cre *Sirt6*^loxp/loxp^ mice. Littermates or age-matched wild-type mice (*Foxn1*-Cre negative) were used as controls. We obtained *Sirt6*^loxp/loxp^ mice from Dr. Zhenyu Ju of Hangzhou Normal University, Hangzhou, China, and obtained *Foxn1-*Cre mice from Dr. Yu Zhang of Peking University Health Science Center, Beijing, China. Rag2 KO mice (Shinkai et al., 1992) was purchased from HFK Bioscience, Beijing, China. All mice were maintained under specific pathogen–free conditions and treated in accordance with Animal Experiments Guidelines of the animal Ethics Committee of Institute of Zoology, Beijing, China.

### Thymic Stromal Cell Isolation

Thymic stromal cells was isolated from whole thymus by using the previous thymic stromal cell separation method (Sun et al., 2013; Liang et al., 2018). In brief, fresh thymus tissue was cut into pieces and suspended the thymus fragments in DMEM (Hyclone Laboratories, SH30022.01B) medium with 2% fetal bovine serum (FBS; Gibco, 16000-044). Most thymocytes in the supernatant were removed, and the remaining thymus fragments were incubated at 37°C for 15 min in 2ml solution of 1 mg/ml collagenase/dispase (Sigma-Aldrich, 11097113001) with 20 U/ml DNAse I (Sigma-Aldrich, D5025). Repeat the above digestion three times, gently shaking to make digestion more thorough. The digested cell suspension was terminated with PBS containing 1% FBS and 5 mM EDTA until all fragments disappeared. After centrifugation, cells were suspended in DMEM (containing 2% FBS). Cell suspension was gently blown and filtered with a 200 mesh filter to remove clumps and form a single cell suspension.

### Flow Cytometric Analysis and Antibodies

Fc-receptor was blocked by 2.4G2 before staining with indicated antibodies. All type of cell were stained with the appropriate fluorophore-labeled antibodies at 4°C for 30 min. For intracellular staining, the fixation buffer (eBioscience, 00-5123-43 and 00-5223-56) and permeabilization buffer (eBioscience, 00-8333-56) was used according to the supplier’s protocol. The flow cytometry was performed with Gallios Flow Cytometer (BeckMan Coulter, United States) or BD LSRFortessa X-20 Flow Cytometer (BD Biosciences, United States).

The Fluorescein labeled Ulex Europaeus Agglutinin I (UEA I) (Vector Laboratories, FL-1061) was obtained from Vector Laboratories. The CD45-PerCP/Cy5.5 (Biolegend, clone 30-F11, 103132), CD326-PE/Cy7 (Biolegend, clone G8.8, 188216), CD326-FITC (Biolegend, clone G8.8, 118207), Ly51-AF647 (Biolegend, clone 6C3, 108312), CD40-PE (Biolegend, clone 3/23, 124610), I-A/I-E-Brilliant Violet 421 (Biolegend, clone M5/114.15.2, 107632), CD80-PE (Biolegend, clone 16-10A1, 104708), CD80-BV650 (Biolegend, clone 16-10A1, 104732), CD4-FITC (Biolegend, clone GK1.5, 100405), CD4-PE (Biolegend, clone GK1.5, 100408), CD4-PE/Cy5 (Biolegend, clone GK1.5, 100410), CD4-APC (Biolegend, clone GK1.5, 100412), CD4-APC/Cy7 (Biolegend, clone GK1.5, 100412), CD8a-PE (Biolegend, clone 53-6.7, 100725), CD8a-PE/Cy5 (Biolegend, clone 53-6.7, 100710), CD8a-Brilliant Violet 421 (Biolegend, clone 53-6.7, 100738), TCR-β-PE-Cy7 (Biolegend, clone H57-597, 109222), CD24-FITC (Biolegend, clone M1/69, 101805), CD24-PE/Cy5 (Biolegend, clone M1/69, 101812), CD44-FITC (Biolegend, clone IM7, 103006), CCR7-PE (Biolegend, clone 4B12, 120106), CD5-APC (Biolegend, clone 53-7.3, 100626) were purchased from Biolegend. The Aire (eBioscience, clone 5H12, 50-5934-80), Fixable Viability Dye eFluor^TM^ 506 (eBioscience, 65-0866-18), CD62L-PE (eBioscience, clone MEL-14, 12-0621-82), CD25-PE-Cy5 (eBioscience, clone PC61.5, 12-0251-82), Foxp3-FITC (eBioscience, clone FJK-16s, 11-5773-82), were purchased from eBioscience. CD45-BUV395 (BD Biosciences, clone 30-F11, 564279), Ly51-BV786 (BD Biosciences, clone BP-1, 740882), PE Mice Anti-Ki-67 Set (BD Biosciences, 556027), APC BrdU Flow Kit (BD Biosciences, 552598), and PE Active Caspase-3 Apoptosis Kit (BD Biosciences, 550914) were purchased from BD Biosciences.

### BrdU Incorporation Assays

For Brdu incorporation, 2-week-old *Sirt6* cKO and littermate control mice were intraperitoneally injected with BrdU (BD Biosciences), 1 mg per mice. Twenty-four hours after injection, thymic stromal cells were isolated according to the above-mentioned method before flow cytometric analysis. After surface antigens staining, according to the supplier’s protocol (BD Pharmingen^TM^ BrdU Flow Kits Instruction Manual), BrdU was detected by using APC-BrdU Flow Kit (BD Biosciences, 552598) and was analyzed by flow cytometry.

### Immunofluorescence Staining

Tissues were embedded in optimum cutting temperature compound (Sakura, 4583) and frozen in liquid nitrogen. Sections (6 μm in thickness) and/or cells were fixed for 20 min with 4% polyoxymethylene (Solarbio, P1110) and blocked in PSB containing 1% BSA. Then, sections and/or cells were incubated with primary and secondary antibodies for 1 h at room temperature. Samples were stained with DAPI (1:1,000) after secondary staining. The following antibodies were used for staining: rabbit anti-KRT5 (Covance, PRB-160P; clone AF 138) diluted by 1:400 and rat anti-KRT8 (DSHB, AB 531826; Troma-I) diluted by 1:200. Sera of 8-month-old wild-type and *Sirt6* cKO mice (diluted by 1:30) were used as primary antibodies for the detection of the autoantibodies. The secondary antibodies were used for staining: Alexa Fluor 594-conjugated donkey anti-rabbit IgG (H + L) (Jackson ImmunoResearch Laboratories, 711-586-152) diluted by 1:400, Alexa Fluor 488-conjugated donkey anti-rat IgG (H + L) (Jackson ImmunoResearch Laboratories, 712-546-150) diluted by 1:400, and Alexa Fluor 488-conjugated donkey anti-mice IgG (H + L) antibodies (Jackson ImmunoResearch Laboratories, 715-546-150) diluted by 1:300. All antibodies were diluted in 0.5% BSA in PBS. Laser scanning confocal microscope (Zeiss LSM710, Oberkochen, Germany) were used to acquire images.

### RNA-Seq Data Processing

As mentioned above, thymic stromal cells were isolated from 4-week-old wild-type and *Sirt6* cKO mice, with two independent parallel samples in each group. The next RNA sequencing step of sorted mTECs (CD45^–^EPCAM^+^UEA-1^+^Ly51^–^) was performed according to the previous method (Liang et al., 2020).

Low quality reads (*Q* < 20) were assessment by FastQC and the adaptor sequence was filtered by Trimgalore. Processed reads were aligned to mice genome (mm10) via HISAT2 (Pertea et al., 2016). StringTie was applied to assemble and quantify the transcripts in each sample to obtain the number of exon, transcription initiation/stop site, count and TPM (Transcripts Per Kilobase of exon model per Million mapped reads) values. The identification of differential expression genes (DEGs) was performed by using the DEseq2 (Love et al., 2014) R-packages with count value. The threshold is under the condition of adjusted *p* < 0.05 and | Foldchange| > 2. The normalized gene expression only retained the gene with TPM > 0.1 in all samples.

### KEGG Pathway Enrichment Analysis

The KEGG pathway analysis of the differentially expressed genes were performed by KOBAS 3.0 on the web^1^ (Ai and Kong, 2018). In addition, GSEA was carried out by searching KEGG Database (Subramanian et al., 2007). All analyses were selected with *p* < 0.05 as the cut-off criterion.

### Network Creation and Customization

Functional protein association network was created by STRING (Szklarczyk et al., 2015) (Available online: https://string-db.org/) which was constructed by the transcriptional factors obtain by website (Available online: http://bioinfo.life.hust.edu.cn/AnimalTFDB/). Networks were all visualized by Cytoscape (Demchak et al., 2014).

### Culture of TECs

Thymi of wild-type and *Sirt6* cKO neonatal mice were cut into small pieces and suspended with DMEM containing 2% FBS. After the small pieces settled at the bottom of the tube, the cell suspension was discarded. The remaining small pieces were suspended in TyEpiCM (ScienCell Research Laboratories, Catalog #3911) and incubator at 37°C with 5% CO_2_ for 7 days, exchanging the medium every other day.

### Western Blot Assay

Cultured wild-type and *Sirt6* cKO TECs were used to detect SIRT6 expression. TECs (CD45^–^EPCAM^+^) isolated from wild-type and *Sirt6* cKO mice were used to detect the expression of SPIB. After being washed with cold PBS, TEC were lysed in RIPA buffer (140 mM NaCl, 10 mM Tris-Cl (pH 8.0), 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate and 0.1% SDS) complemented with a proteinase inhibitor cocktail (Sigma-Aldrich, P8340). Protein concentration was detected with Bradford assay. Proteins were analyzed by 10% SDS-PAGE and transferred onto PVDF membranes (Merck Millipore, IPFL00010). Each PVDF membrane was blocked with 5% non-fat dried milk (OXOID, LP0031) for 60–90 min at room temperature and incubated with each primary antibodies overnight on the shaking table at 4°C. After cleaning PVDF membrane with TBST solution for four times, the corresponding secondary antibodies were added for 45–60 min at room temperature. Protein bands were detected by chemiluminescence (Merck Millipore, WBKLS0500). ACTIN is used as internal reference for protein standardization. The primary antibodies used for western blot are as follows: Anti-SIRT6 (Cell Signaling Technology, 12486) diluted by 1:1,000; anti-SPIB (Cell Signaling Technology, 14337S) diluted by 1:1,000; anti-ACTIN (Sigma-Aldrich, A5441) diluted by 1:20,000.

### Quantitative RT-PCR

Thymic stromal cell was isolated from 4-week-old wild-type or *Sirt6* cKO mice and then sorted with MoFlo XDP cell sorter (Beckman Coulter, Brea, CA, United States), characterized as TEC (CD45^–^EPCAM^+^), mTEC (CD45^–^EPCAM^+^UEA-1^+^Ly51^–^), cTEC (CD45^–^EPCAM^+^UEA-1^–^Ly51^+^), mTEC^low^ (CD45^–^EPCAM^+^UEA-1^+^CD80^–^MHCII^low^) and mTEC^high^ (CD45^–^EPCAM^+^UEA-1^+^CD80^+^MHCII^high^). Total RNA was isolated with MicroElute Total RNA Kits (Omega Bio-tek, R6831) and reverse transcription was performed with Super-Script III Reverse Transcription (Invitrogen, 18080–093) according to manufacturer’s instructions.

Real-time PCR was performed with multiple kits (SYBR Premix Ex Taq, Takara Bio, DRR041A) on CFX96 (Bio-Rad Laboratories, Hercules, CA, United States). All primers used in this article were listed in Table 1.

**TABLE 1:** The list of primers used in qPCR assays.

Gene	Forward	Reverse
*Hprt*	TGAAGAGCTACTGTAATGATCA GTCAA	AGCAAGCTTGCAACCTTAACCA
*Sirt6*	GGCAGTCATTGTCTCCACCA	TCTCGAAGGTGGTGTCAAAC
*Cd40*	CTGTGAGGATAAGAACTTGGAGG	AGAGAAACACCCCGAAAATGG
*Rank*	TCTCAGATGTCTTTTCGTCCAC	CTCAGTGTCATGGAAGAGCTG
*Ltbr*	CAACCCCATACCAGATGTGAG	GAAGAGCAGAAAGAGGACCAG
*Spib*	CTGCAAGCCCTTCAGTTACC	AAAGGCAGCAGTAGCAGGAT
*Spib1*	CTCTGAACCACCATGCTTGCT	TCCTTCTGGGTACAAACAGCTTAA
*Spib2*	AGGGCGGCCCTGACAT	TCCTTCTGGGTACAAACAGCTTAA
*Cd80*	GCTGATTCGTCTTTCACAAGTG	GCCAGTAGATTCGGTCTTCAG
*Opg*	GGGCGTTACCTGGAGATCG	GAGAAGAACCCATCTGGACATTT
*Fabp2*	GCTGATTGCTGTCCGAGAGGTT	AGCCTGGCATTAGCATGATGGA
*Ins2*	GGAGGCTCTCTACCTGGTGTGT	TCTACAATGCCACGCTTCTGCT
*Mup1*	TGGCCGAGAACCAGATTTGAGT	GAGGCAGCGATCTGTAGTGTGA
*Resp18*	TCGAGGAACCGTGAGTTTGG	AGCTGTTCCGATCCCACTTG
*Apoc3*	CACAGAAGGCTTGGGACTCA	GACCGTCTTGGAGGCTTGTT
*Cd177*	GAGCTACCTACACCCACAGTTC	CCCTGCACCTTGAGATTGGT
*Pck1*	CAGCTGCTGCAGAACACAAG	CCGGAACCAGTTGACATGGA
*Fabp9*	TCGGTTGTGAATGCCTGGTCTG	TGCACTTCCTGCTTGGATGTCC

### Statistical Analysis

All data are presented as the means ± SD. The statistical significance of differences between two experimental groups was tested by Student’s *t*-test. A *p*-value < 0.05 was considered statistically significant.

## Data Availability Statement

The data presented in the study are deposited in the NCBI Gene Expression Omnibus public repository, accession number GSE166840.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of Institute of Zoology, Beijing, China.

## Author Contributions

QZ, ZL, and TL designed and carried out the experiments, analyzed data, and wrote the manuscript. JZ performed the bioinformatics analyses and wrote the manuscript. XD, HS, and YC performed the experiments. ZZ performed the fluorescence staining. LT genotyped the genetically modified mice. YZ designed the experiments, analyzed the data, wrote the manuscript, and provided overall supervision. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

BrdU: 5-bromo-2′-deoxyuridine
cTEC: cortical thymic epithelial cells
DN: double negative
DP: double positive
ETPs: early thymic precursors
GSEA: Gene Set Enrichment Analysis
IKK: I κ B-kinase
LT β R: lymphotoxin β receptor
mTECs: medullary thymic epithelial cells
MHC II: major histocompatibility complex class II
NIK: NF- κ B inducing kinase
nTreg: thymic regulatory T cell
OPG: osteoprotegerin
RANK: receptor activator of NF- κ B
SP: single positive
TECs: thymic epithelial cells
TRAs: tissue restricted antigens
TRAF6: TNF receptor-activated factor 6
TNFRF: TNF receptor family
UEA1: Ulex Europaeus Lectin 1.

# Supplementary material for: Sirt6 Regulates the Development of Medullary Thymic Epithelial Cells and Contributes to the Establishment of Central Immune Tolerance
**Source:** Front Cell Dev Biol. 2021 Mar 29;9:655552. doi: 10.3389/fcell.2021.655552

***Sirt6* regulates the development of medullary thymic epithelial cells and contributes to the establishment of central immune tolerance**

Qian Zhang<sup>1,2,#</sup>, Zhanfeng Liang<sup>1,2,#</sup>, Jiayu Zhang<sup>1,2,#</sup>, Tong Lei<sup>2,#</sup>, Xue Dong<sup>1,2</sup>, Huiting Su<sup>3</sup>, Yifang Chen<sup>1,2</sup>, Zhaoqi Zhang<sup>1,2</sup>, Liang Tan<sup>4</sup>, Yong Zhao<sup>1,2,5</sup>

<sup>1</sup> State Key Laboratory of Membrane Biology, Institute of Zoology, Chinese Academy of Sciences, Beijing, China; <sup>2</sup> University of Chinese Academy of Sciences, Beijing, China; <sup>3</sup> Central Laboratory of Peking university people's hospital, Beijing, China; <sup>4</sup> Center of Organ Transplantation, Second Xiangya Hospital of Central South University, Changsha, China; <sup>5</sup> Institute for Stem Cell and Regeneration, Chinese Academy of Sciences, Beijing, China.

## Supplementary Figure 1

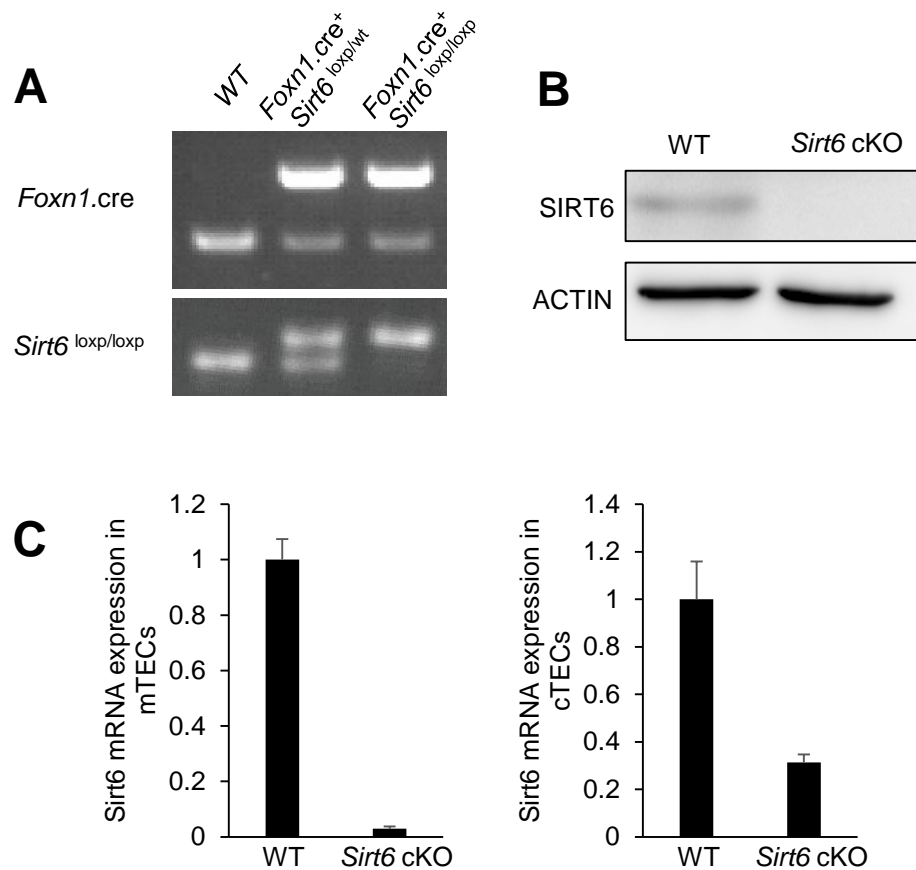

## Supplementary Figure 2

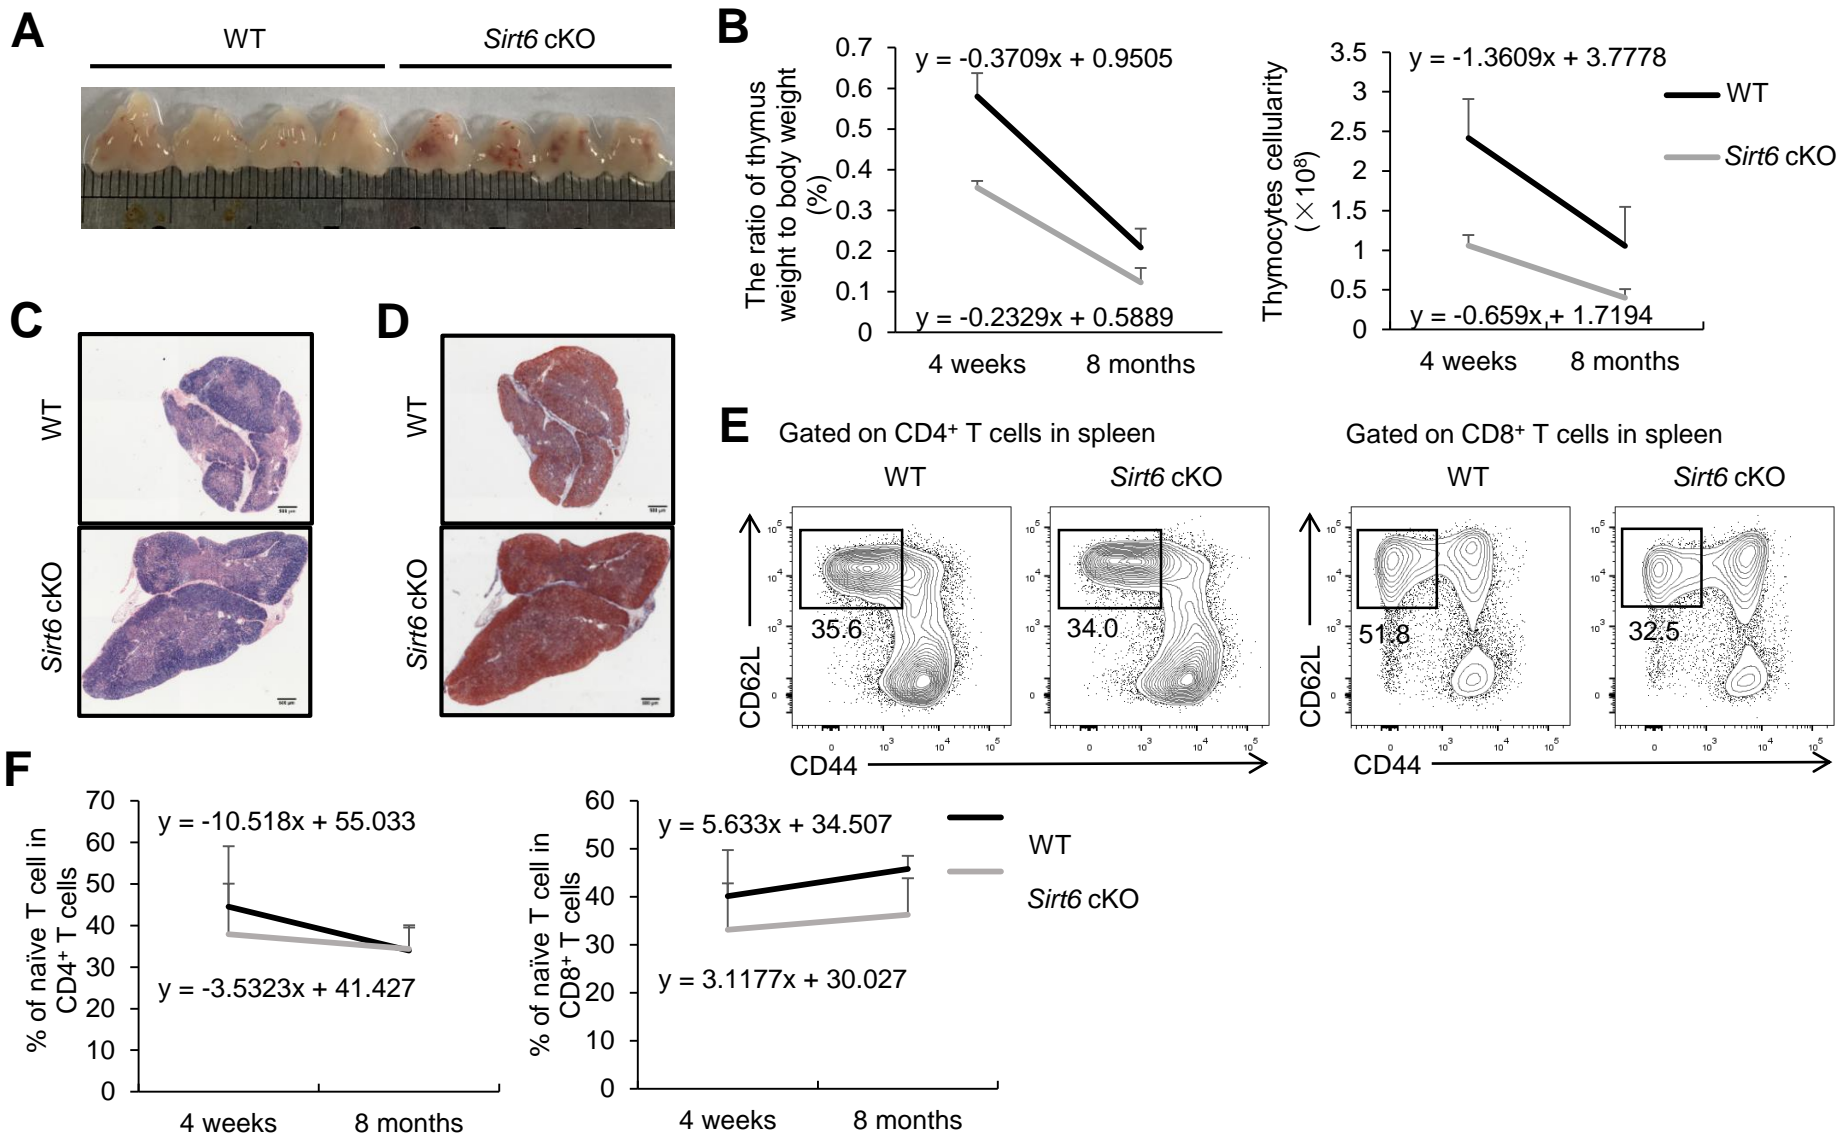

## Supplementary Figure 3

Gated on CD45<sup>-</sup>EpCAM<sup>+</sup>UEA-1<sup>+</sup> mTECs

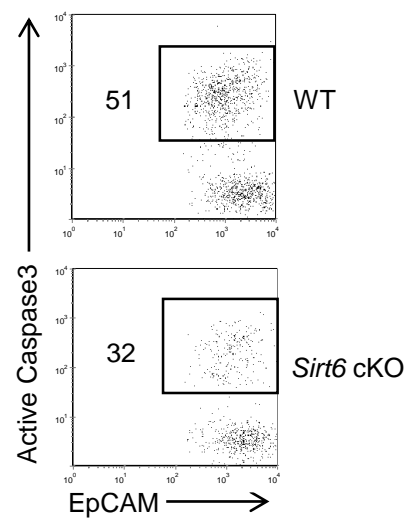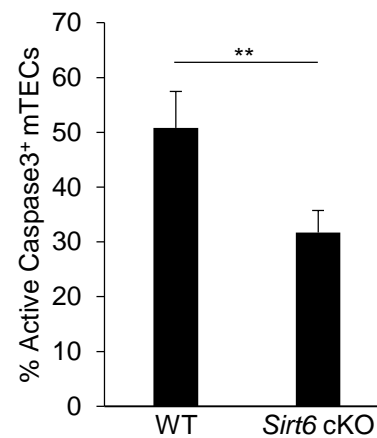

## Supplementary Figure 4

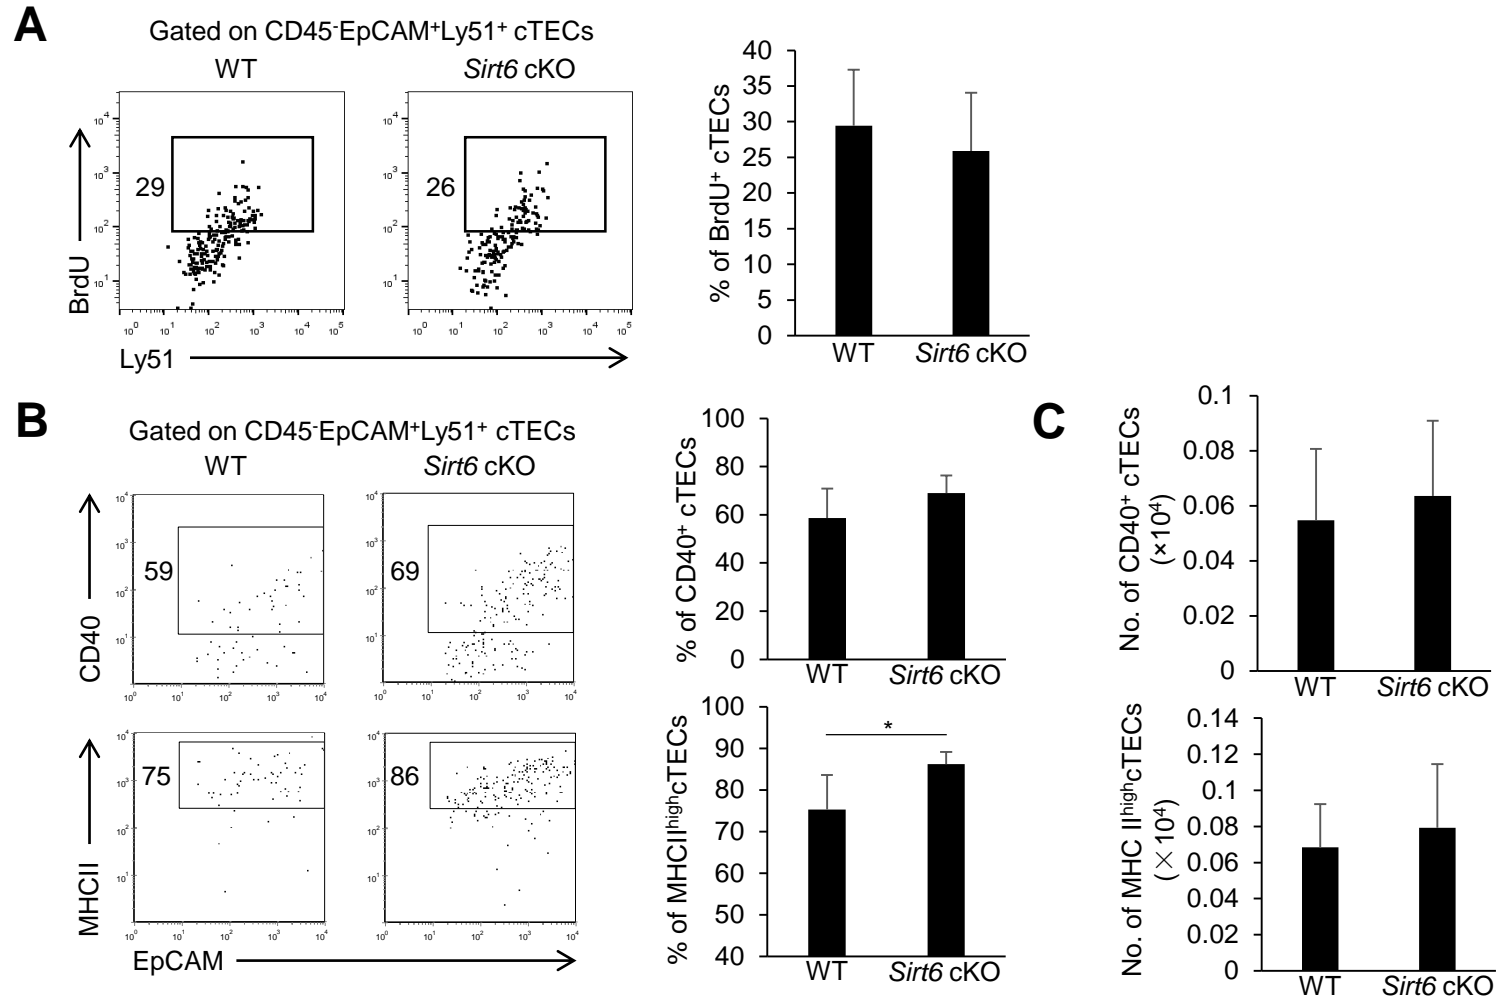

## Supplementary Figure 5

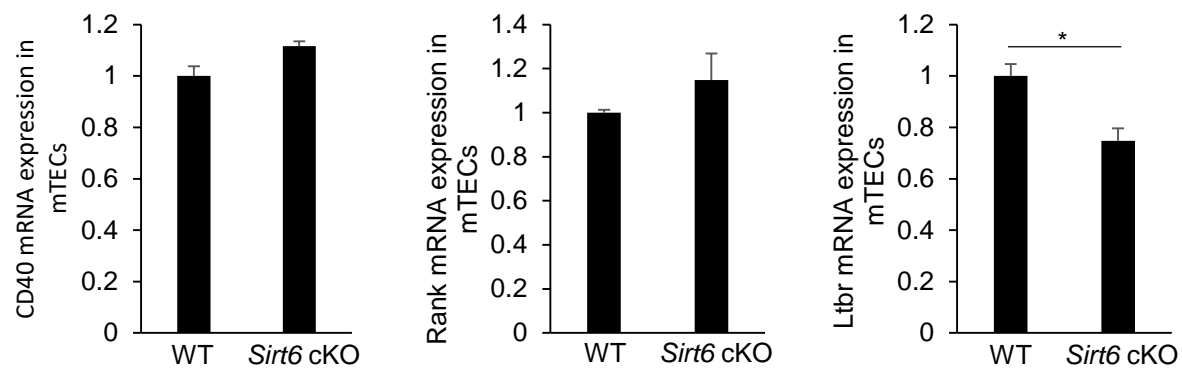

# Supplementary Figure 6

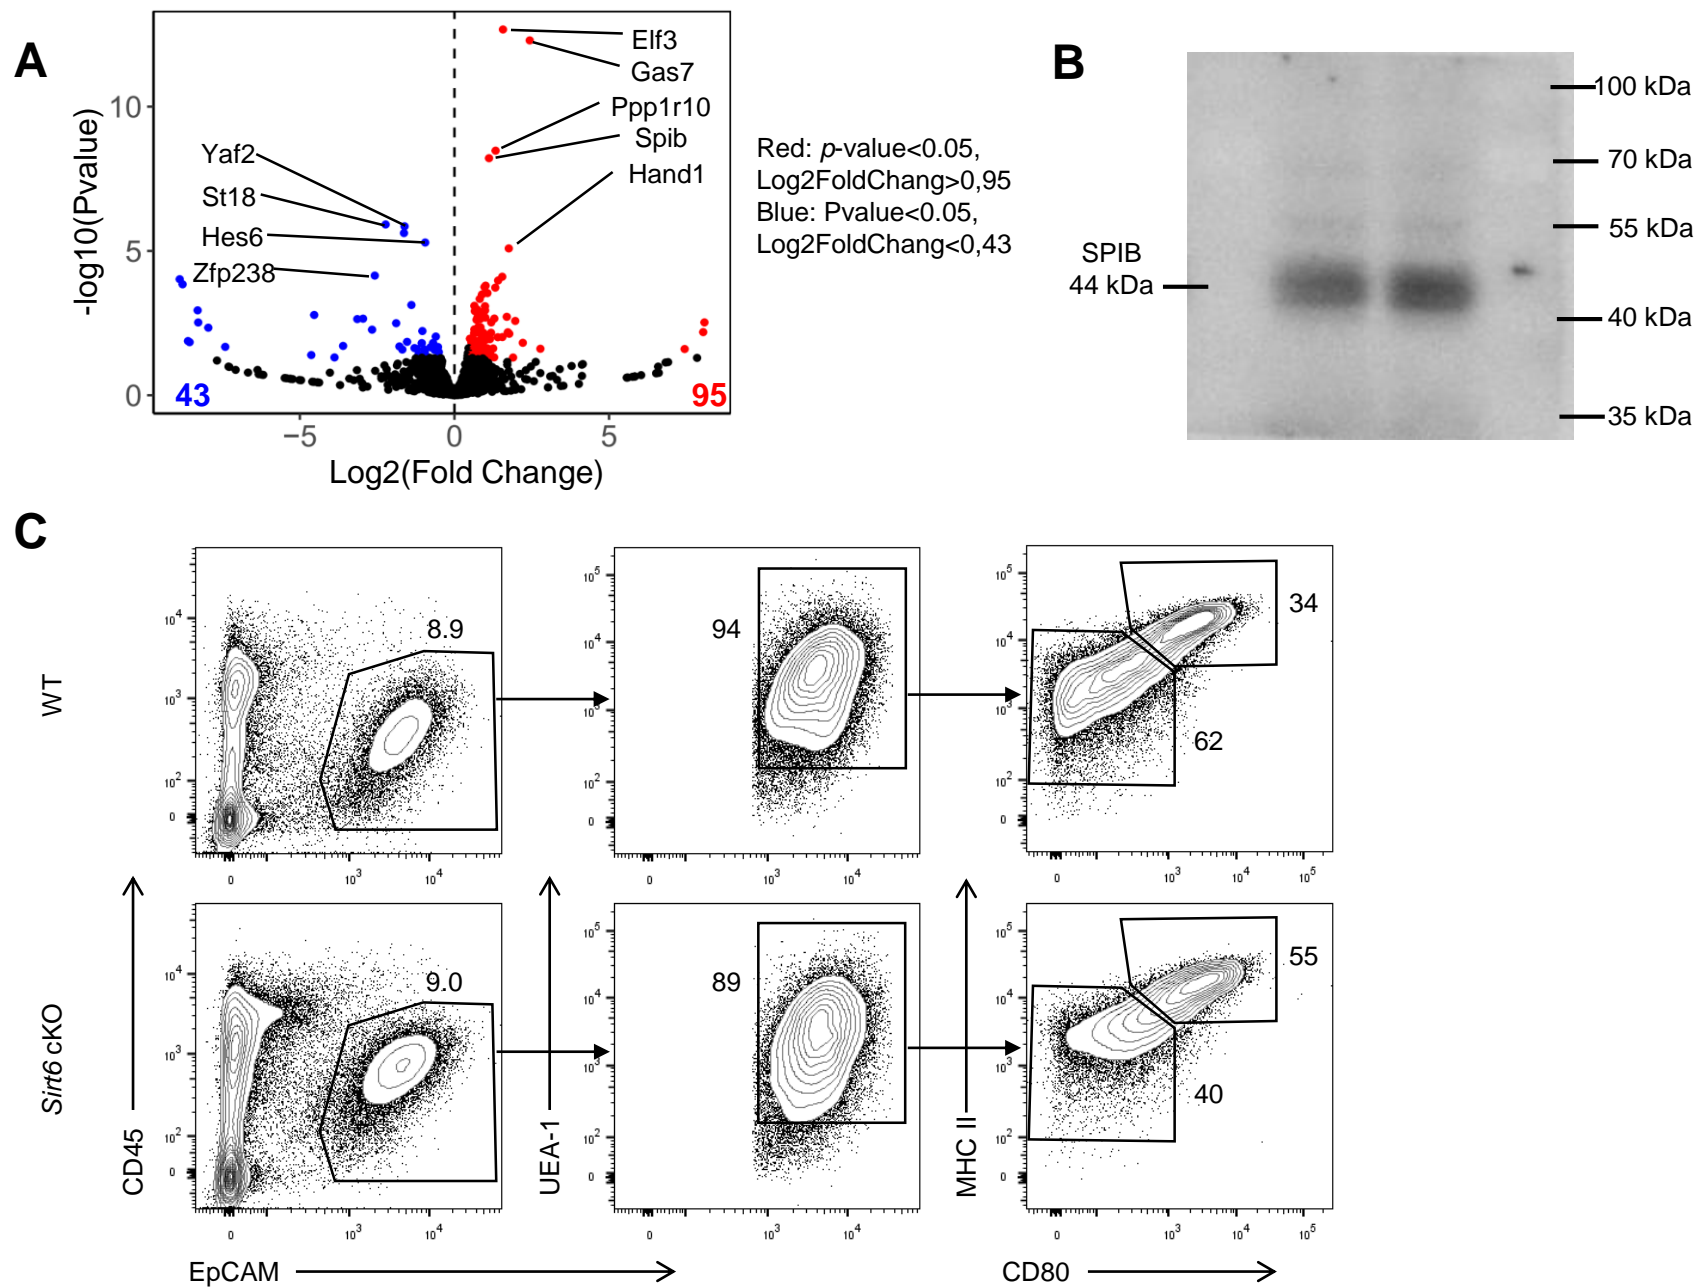

Supplementary Figure 7

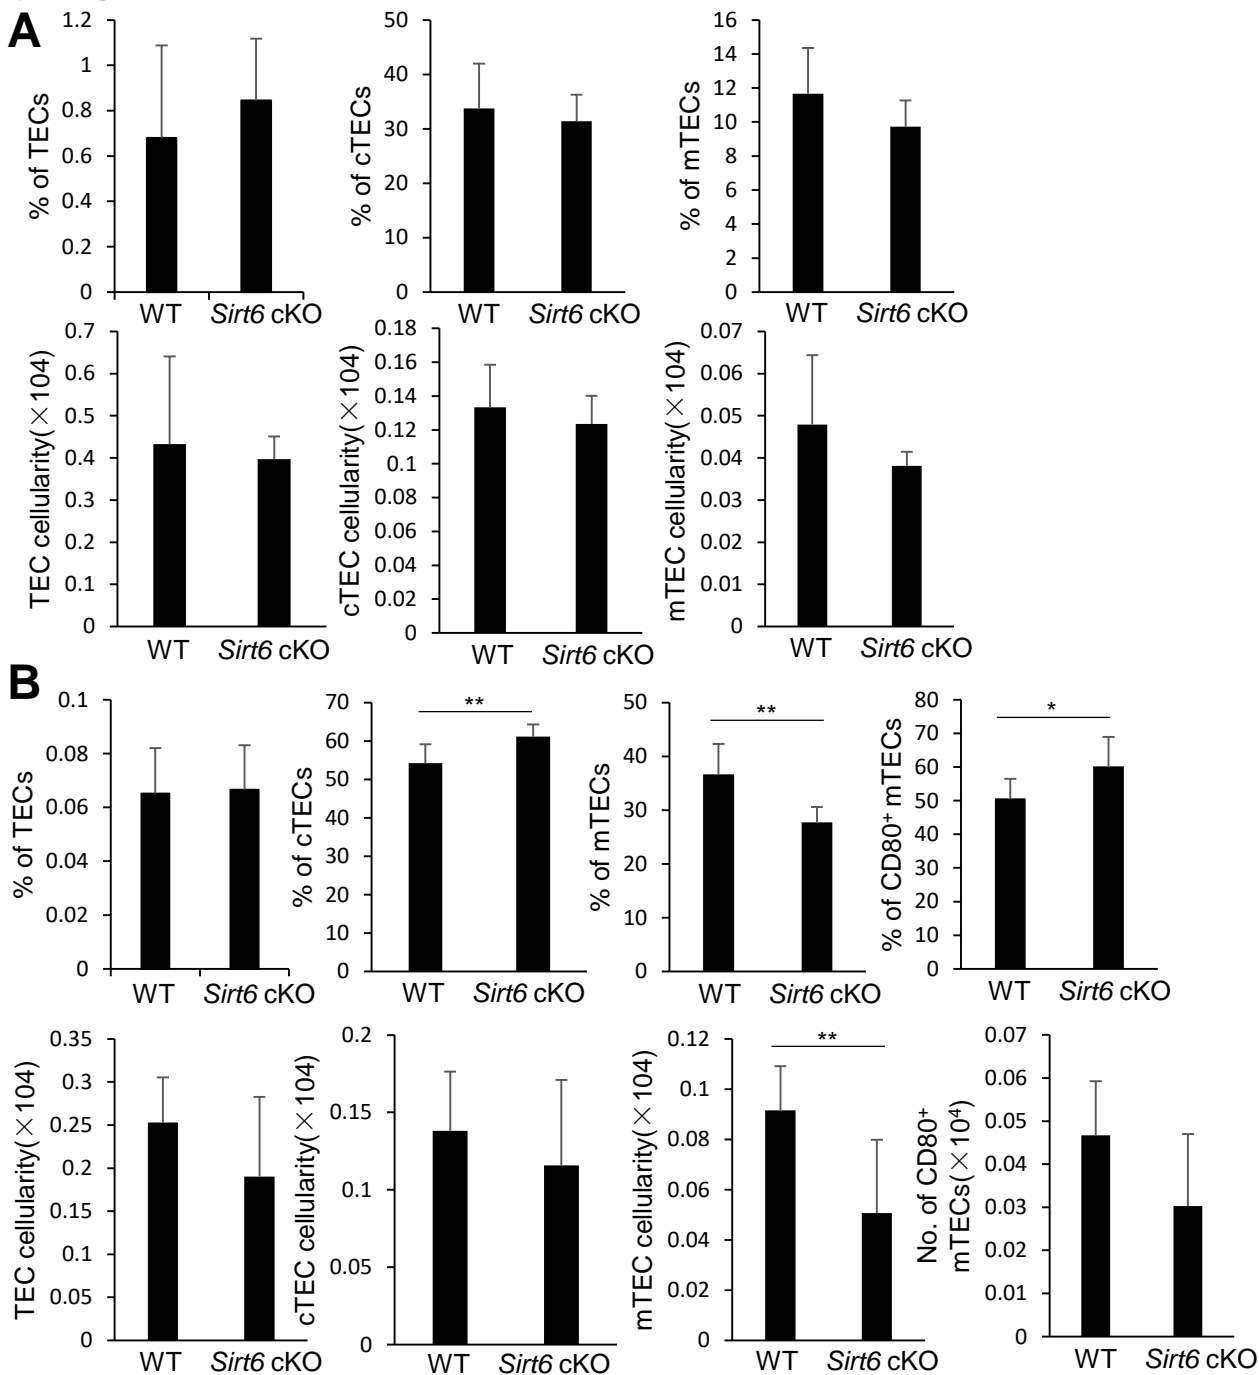

**Supplementary Figure 8**

**A**

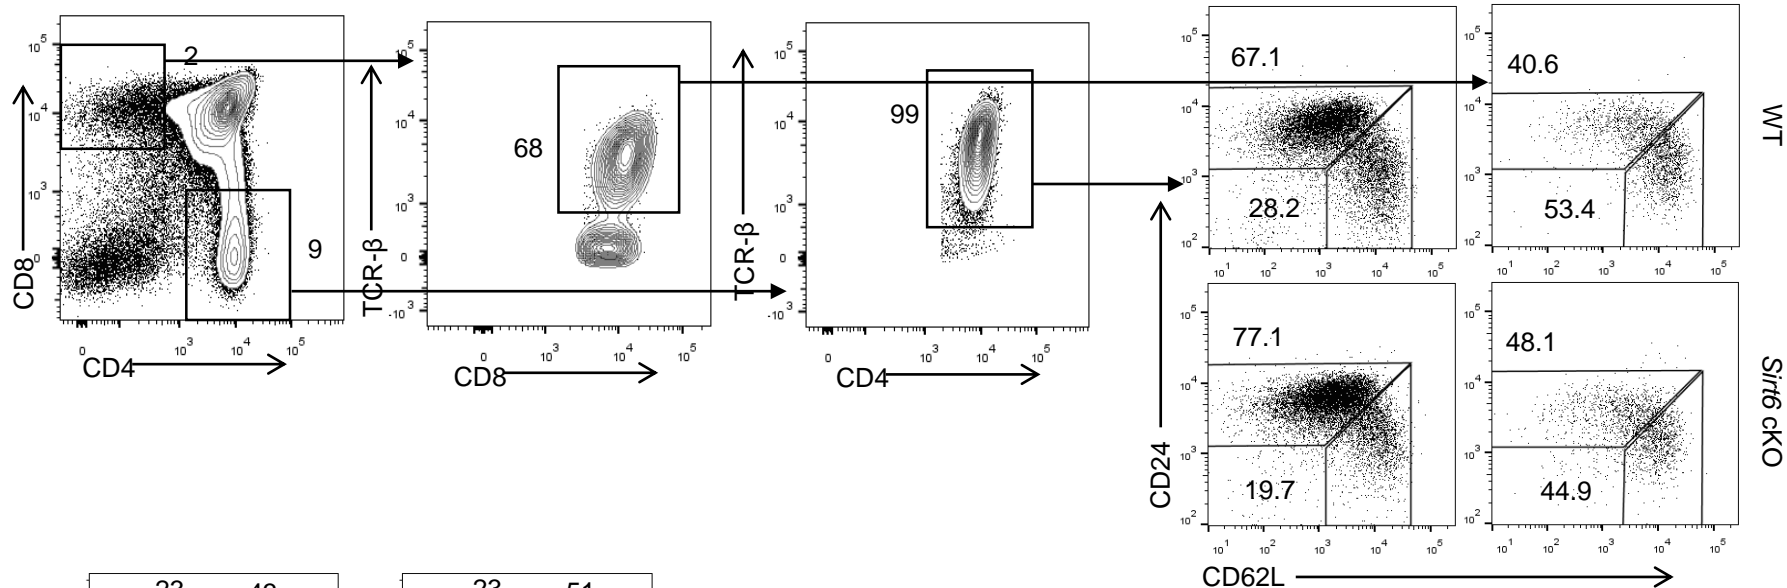

**B**

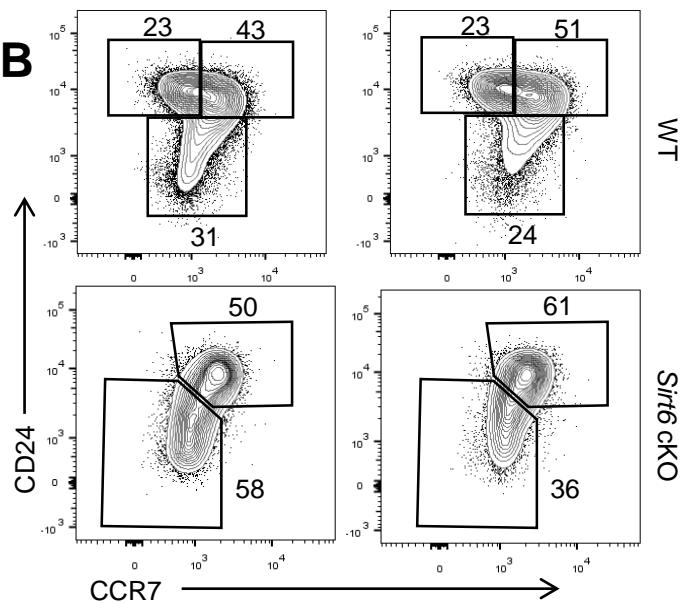

**C**

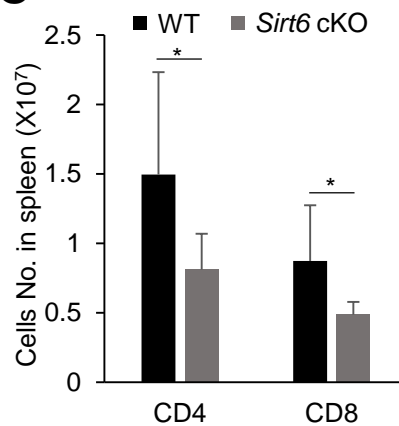

**D**

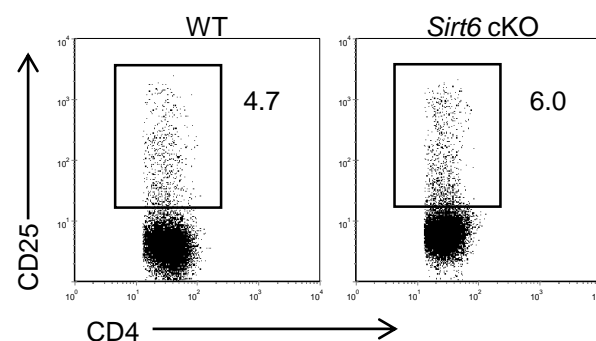

**Supplement:** Supplementary Figure 1 — SIRT6 was successfully knockout in TECs. (A) Identification method of WT (Foxn1.cre–) and Sirt6 cKO (Foxn1.cre+, Sirt6loxp/loxp) mice. (B) Western blot result for Foxn1.Cre-mediated recombination efficacy of Sirt6loxp/loxp between wild-type TECs and Sirt6 cKO TECs cultured in vitro. (C) Quantitative Real-Time PCR analysis of Sirt6 mRNA expression in mTEC (CD45–EpCAM+UEA-1+Ly51–) and cTEC (CD45–EpCAM+UEA-1–Ly51+) sorted from wild-type and Sirt6 cKO mice. Data were normalized to Hprt mRNA levels.

How the deposited data were processed for this re-analysis (not part of the article)

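mTECs sorted from 4-week-old mice were measured by RNA-seq in 4 libraries, 2 labelled WT and 2 labelled *Sirt6* cKO. The deposited labels give the latter the genotype *Sirt6*-/-, and they were taken as the paper's *Sirt6* cKO. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2 and quantified genes with StringTie. They deposited 1 table of counts for 23337 gene symbols and 1 table of TPM values for each library. The deposited counts were whole numbers without normalization, with totals from 61102704 to 65907745. The deposited TPM values came from StringTie and summed to 1000000 in each library after 1 line that names no gene was left out. That line held the column total, 100% of the sum of the genes, and no such line was in the count table. The text of the paper does not name the gene annotation or whether the counting used strand. Between 18608 and 19475 genes had a count in each library, and the 10 most abundant genes held between 5.34% and 6.18% of the counts. No 2 libraries differed by as little as sampling noise, since chi-square per gene was 169 or more in each pair.

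From the counts, genes were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3. The filter used a minimum count of 10 and a minimum total of 15 and left 18547 genes. The TMM factors were 1.02, 1.04, 0.966 and 0.973 in the order WT 1, WT 2, *Sirt6* cKO 1 and *Sirt6* cKO 2. The biological coefficient of variation was 0.557. P-values were adjusted by the Benjamini-Hochberg method at 0.05. CPM values were computed with the TMM factors and are given as the mean and SD of 2 libraries. A group with 3 or fewer counts in each library was set to 3 counts, and the fold change was then given as a bound. Exact permutation tests of 2 libraries against 2 cannot go below p = 0.333.

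Gene lists were tested on log2 CPM (prior count 2) with camera in limma 3.58.1 at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. These tests compare genes, which are not independent replicates, and the n beside their p-values is the number of genes. Over-representation among higher genes was tested with a one-sided Fisher's exact test against all genes tested. The lists were those of Figures 2D, 4C, 4D, 4E and 6F, of Supplementary Figure 6A and of the tissue-restricted genes with primers in Table 1, together with hand-written lists. The hand-written lists cover DNA replication, mitosis and proliferation, NF-κB targets, NF-κB signaling, endocytosis, focal adhesion, known transcription factors of mTECs, receptors and maturation genes, and 8 cell populations. They were written before the files were opened, but after parts of the study's supplementary gene list, with fold changes of some members, had been seen. The cell populations were tuft cells, *Ccl21a*-positive mTECs, mature mTECs, thymocytes, B cells, macrophages and dendritic cells, fibroblasts and endothelial cells, and cTECs. The Reactome set for DNA replication shipped with fgsea 1.28.0 was matched through gene identifiers of GRCm38.p6. KEGG, AnimalTFDB, the SPIB ChIP-seq targets and the lists of Aire-dependent genes were not used here.

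The text names the genes that the paper names as RNA-seq results, *Sirt6*, and up to 5 genes in each direction with the smallest p among those with an adjusted p under 0.05 and no overlap between the groups. It also names, for some lists, the members with the largest and smallest fold change. Other genes are marked as chosen after their values were seen. Positions, exon overlaps and the sharing of 50-base words between transcripts were computed from GENCODE M21 on GRCm38, the assembly of mm10. The study's supplementary gene list was held for 1999 of its 2137 genes, so no overlap or set test was run on it.

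The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, the authors' filter of TPM over 0.1 in all libraries, upper quartile normalization, library size alone, the replicate number as a block, limma on log2(TPM + 1) and on log2(TPM + 0.1), and each library left out in turn. With a library left out, 1 group holds a single library, so no p-value was computed. Fold changes from TPM are on the log2(TPM + pseudocount) scale, which understates the change of low genes.

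The procedure was tested on simulated counts, with 200 genes changed by known fold changes. edgeR tested 17940 of the simulated genes after its filter. It called 54 of the 200 changed genes and 9 unchanged ones at an adjusted p of 0.05, and 135 changed genes at the unadjusted p. Of 123 genes changed 4-fold or more, 99 passed the unadjusted p. DESeq2 called 87 changed and 87 unchanged genes at an adjusted p of 0.05 among 18544. In a simulation without change, edgeR called 1 of 17965 genes at an adjusted p of 0.05 and 840 at the unadjusted p, and DESeq2 called 63 of 18545 at an adjusted p of 0.05. A list of raised genes had a camera p = 5.4e-31 (n = 50 genes) and a random list p = 0.22. The simulated genes were drawn independently, so this cannot check the preset correlation on genes that vary together. Their dispersions were those that edgeR estimated, which may favour edgeR over DESeq2. Python 3 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for the positions, the tests of explanations and the figures.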

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

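The tests of explanations in this part were chosen only after the result was seen. The edgeR test of *Amd2* and its alternatives were chosen before the data were examined.

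*Amd2*, a gene that the paper does not discuss, was the only gene with an adjusted p under 0.05 from edgeR's quasi-likelihood test (adjusted p = 0.0490). It drew attention because it had a signal in the libraries labelled *Sirt6* cKO and none in WT. It had 0 counts in both WT libraries, 14851 in *Sirt6* cKO 1 and 12178 in *Sirt6* cKO 2. The difference was at least 4689-fold, a bound of 12.19 on the log2 scale. The adjusted p was 1.20e-24 with DESeq2, 0.103 with limma on log2(TPM + 0.1) and 0.492 with the replicate number as a block. With the authors' filter the gene was not tested, because it has no TPM in WT.

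*Amd1*, chosen after its values were seen, moved the other way, from 13053 and 11726 counts in WT to 382 and 154 in the libraries labelled *Sirt6* cKO (log2 fold change -5.46). Counted as 1 gene, *Amd1* and *Amd2* had 13053, 11726, 15233 and 12332 counts and a log2 fold change of 0.21 (standard error 0.20). With the pair counted as 1 gene, 0 genes had an adjusted p under 0.05, and the smallest was 0.129. A candidate explanation is therefore that reads were counted on *Amd1* in one group and on its copy *Amd2* in the other. The transcripts share 85.7% of the 50-base words of *Amd2*. What would direct the reads to one copy in each group stays open. A strain variant in one group that matches the copy better is one possibility, which the counts cannot tell apart from a difference in how the libraries were aligned, because no reads were used here. A change in the total output of the pair is argued against by its summed counts.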

How the results depend on the processing

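The tests of other splits of the libraries were chosen only after the results were seen, as was the alternative that joins DESeq2 with a fold change over 2. The other alternatives, the tests and the rule for naming genes were chosen before the data were examined. The hand-written lists were too, but after parts of the study's own gene list had been seen, and the lists of the figures were chosen by the study on these libraries.

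The number of genes past an adjusted p of 0.05 depended on the tool. edgeR gave 1 higher and 0 lower genes, with 977 and 615 at the unadjusted p. DESeq2 gave 200 higher and 154 lower, and 142 higher and 143 lower when a fold change over 2 was also required. In simulated data of the same size, with dispersions that edgeR estimated, DESeq2 called more unchanged genes than edgeR did. With the authors' filter, 2 genes were higher, *Abcb11* and *Slc13a2*, both chosen after their values were seen; *Amd2* was not among the genes tested. With limma on log2(TPM + 0.1), 0 genes were higher at an adjusted p of 0.05 and 701 at the unadjusted p. No filter, upper quartile normalization, library size alone and limma on log2(TPM + 1) each gave 1 higher and 0 lower genes. The counts at the unadjusted p stayed within 1.5 times those of edgeR under each alternative, while the share of higher genes fell from 61.4% to 48.4% with upper quartile normalization, 46.2% with library size alone, 48.1% with limma on log2(TPM + 1) and 46.5% with limma on log2(TPM + 0.1). The cause was not tested. Of the 3 ways to split the 4 libraries into pairs, the labelled one gave the most genes at the unadjusted p: 1592, against 488 and 685, so 1 of the 3 splits gave as many. With 3 splits this share cannot be small enough to exclude a grouping by accident.

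The labels give both groups the replicate numbers 1 and 2. Deviations of same-numbered libraries from their group means had a correlation of -0.05 over genes. This shows no pairing over all genes but cannot exclude one in single lists. The mitosis and proliferation list had median deviations of 0.55 in WT 1 and 0.42 in *Sirt6* cKO 1. It had -0.45 in WT 2 and -0.51 in *Sirt6* cKO 2, so there the libraries followed the number. The tuft cell list did not, with 0.31 in WT 1, 0.70 in WT 2, -0.26 in *Sirt6* cKO 1 and -0.53 in *Sirt6* cKO 2. With the replicate block, 0 genes were higher and 0 lower at an adjusted p of 0.05, against 697 and 449 at the unadjusted p. The DNA replication list had a median of -0.15 and a camera p = 0.0520 (n = 35 genes) with the block, and the fibroblast and endothelial list a median of -0.024. Of the 8 cell population lists 3 passed an adjusted camera p of 0.05 with the block, against 2 without it, and the list gained was that of thymocytes.

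The DNA replication list kept its direction under each alternative, with medians from -0.38 to -0.03 over the 4 fits that each left out 1 library. Its camera p passed 0.05 under the other normalizations, filters and TPM values. With fry (p = 0.503, n = 35 genes) and with an estimated correlation (p = 0.535) the median of -0.14 did not pass. The cause was not tested. The NF-κB target list kept its direction and its side of the threshold under each alternative but the removal of the Figure 4C genes, which left a median of 0.12 (camera p = 0.145, n = 58 genes). That alternative takes out genes chosen on these libraries. Its median lay between 0.20 and 0.34 with 1 library left out.

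Of the 8 cell population lists, 2 passed an adjusted camera p of 0.05, 4 with DESeq2, and 0 with fry or with an estimated correlation. With limma on log2(TPM + 1), 3 lists passed, the thymocyte list in addition. The medians of some lists near 0 changed sign. The *Ccl21a*-positive list went from 0.04 to -0.042 with upper quartile normalization and -0.049 with library size alone. The B cell list went from 0.06 to -0.077 with the authors' filter, -0.032 with upper quartile normalization, -0.035 with library size alone, -0.029 with limma on log2(TPM + 1) and -0.0035 with limma on log2(TPM + 0.1). The fibroblast and endothelial list went from 0.025 to -0.066, -0.063, -0.017 and -0.033 with upper quartile normalization, library size alone and limma with the pseudocounts 1 and 0.1. Upper quartile normalization and library size alone lower the log2 fold changes of all genes, with medians of -0.081 and -0.089, so values this near 0 change sign by construction. The cause of the turns with limma and with the authors' filter was not tested.

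All 3 pathway lists passed the over-representation test under each alternative but the limma ones, where 0 passed with either pseudocount. The odds ratio of the endocytosis list turned to 0.986 with a pseudocount of 1 and 0.678 with 0.1. The cause was not tested.

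Of the genes in Figures 2D, 4C and 6F, 0 passed an adjusted p of 0.05 over all genes with edgeR, and 70 did with DESeq2. At the unadjusted p, edgeR gave 7, 32 and 62 genes in the direction of those figures. The count for Figure 4C was 20 with upper quartile normalization, 20 with library size alone, 14 with limma on log2(TPM + 1) and 12 with limma on log2(TPM + 0.1), and the count for Figure 2D was 2 with the latter. The cause was not tested. *Fabp9* turned from 0.07 to -0.0065 with upper quartile normalization and -0.020 with library size alone, by the same shift of all genes.

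*Spib* ranked 3 by fold change among the known transcription factors, 2 with limma at either pseudocount, and from 1 to 5 with 1 library left out. It ranked 1 by p-value in all alternatives fitted to 4 libraries. Of the 76 genes named, 35 passed an adjusted p of 0.05 with DESeq2 only in place of edgeR, and none changed direction there. The depth of the libraries limits the genes at 0 counts in both libraries of a group, for which only a bound can be given.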

Differences from the paper's values

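The comparisons in this part with settings beyond edgeR's used alternatives set before the data were examined, and no test here was chosen only after the result was seen.

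Of the log2 fold changes that the study's supplementary gene list gives, 57 belong to genes named here, and 0 differ by more than the standard error from the values computed with edgeR. The largest gap was 0.02 on the log2 scale, leaving out the genes at the detection limit. The list was held in part. The paper's 1217 up-regulated and 920 down-regulated genes compare with 977 and 615 from edgeR, and with 1217 and 920 from DESeq2, the tool that the paper's methods name. The methods name an adjusted p and a fold change over 2, whereas these counts follow an unadjusted p.

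The paper states that *Spib* changed most among the known transcription factors of mTECs. By the size of the log2 fold change it ranked 3 of 19, after *Foxj1* (1.98) and *Hnf4a* (-1.19). In Supplementary Figure 6A itself, *Gas7* (2.45), *Hand1* (1.77), *Elf3* (1.58) and *Ppp1r10* (1.34) rose more, and *Zfp238*, *St18* and *Yaf2* fell by 2.56, 2.21 and 1.60. *Spib* ranked 1 of 19 by p-value and by the difference in TPM (480), and 1 by fold change with *Sirt6* cKO 1 left out.

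The paper states that *Spib* was expressed highest among the transcription factors that changed. By mean TPM in WT, *Hes6* (459 TPM) and *Aire* (445 TPM) stood above *Spib* (408 TPM). Both passed an unadjusted p of 0.05 with edgeR. For *Aire* the gap was smaller than the SD of its WT libraries (71.1 TPM). In the libraries labelled *Sirt6* cKO, *Spib* stood highest. The legend of Figure 4E also asks for a log2 fold change beyond 1 in either direction, which *Hes6* (-0.93) and *Aire* (0.65) do not reach. Among the factors listed here that do, *Spib* stood highest in WT too.

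Figure 2D shows *Cdc7*, *Wee2*, *Pole2* and *Rfc3* among the changed genes. None of the 4 passed an unadjusted p of 0.05 with edgeR. *Cdc7* and *Wee2* passed it with DESeq2, with upper quartile normalization and with library size alone. *Pole2* did so with limma on log2(TPM + 1), and *Rfc3* in no setting that was run. Figure 4E colours *Myog* as changed, which did not pass with edgeR. It passed with DESeq2, the authors' filter, no filter, upper quartile normalization and library size alone. Figure 4C shows 36 up-regulated genes, of which 32 passed with edgeR and 36 with DESeq2.

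Figure 6F shows *Fabp9* among the down-regulated genes. It did not fall with edgeR (log2 fold change 0.07), and it passed an unadjusted p of 0.05 in no setting that was run. *Apoc3*, *Fabp2*, *Ins2* and *Mup1* were lower, and likewise passed it in no setting that was run. *Gm10391* and *Mup5* did not pass edgeR's filter on low counts. Both were lower at an unadjusted p of 0.05 with DESeq2 and with no filter. The paper states that *Ccl19* and *Ccl21a* fell significantly. Both passed an unadjusted p of 0.05 with edgeR and neither an adjusted one (0.54 each). With DESeq2 *Ccl21a* passed the adjusted p (9.15e-06) and *Ccl19* did not (0.142).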

Other observations

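The tests of explanations in this part were chosen only after the results were seen.

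*Sirt6* was not lower in the libraries labelled *Sirt6* cKO. A loss of the whole message is argued against by its log2 fold change of 0.37. Libraries exchanged between the groups do not account for a hidden loss of the whole message either, since the lowest *Sirt6* level of the 4 libraries was 65.0% of the highest (9.50 against 14.6 CPM). What stays open is that counts per gene may hold reads from exons that the deletion leaves. The reverse *Sirt6* primer of Table 1 (TCTCGAAGGTGGTGTCAAAC) matches exon 3 of the longest transcript, which lies on chromosome 10 of GRCm38 from 81625716 to 81625898 and holds 183 of its 1891 bases. A loss of this exon alone would move the count of the gene by -0.15 on the log2 scale, less than the standard error of 0.32. The text of the paper does not name the exons between the loxP sites, and counts per exon were not used here. The counts alone therefore cannot tell this explanation apart from sorted cells that kept the gene. The paper has other evidence and reports that *Sirt6* was inactivated. It cites a western blot of cultured TECs and quantitative PCR of sorted mTECs and cTECs. The forward primer as printed in Table 1 (GGCAGTCATTGTCTCCACCA) matches 0 of 141767 transcripts of GENCODE M21 on either strand. Every direction in this part rests on the labels of the libraries.

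*Slc13a2*, chosen after its values were seen, had 455 and 606 counts in WT and 9386 and 9122 in the libraries labelled *Sirt6* cKO. Its log2 fold change was 4.18 (adjusted p = 0.0862 from edgeR's test, 2.81e-44 with DESeq2 and 0.240 with limma on log2(TPM + 0.1)). With the replicate number as a block, the smallest adjusted p of any gene was 0.492, so *Slc13a2* did not pass there. It starts at 78397087 on chromosome 11, next to *Foxn1*, which ends at 78386558 and whose log2 fold change was 0.83. The paper used *Foxn1*-Cre for the deletion and Cre-negative controls. A candidate explanation is that the Cre allele changes genes beside *Foxn1*. Of the other 50 genes within 1 megabase, 2 passed an unadjusted p of 0.05 (4%, against 8.62% elsewhere). An effect on the nearest gene alone stays open, because the Cre allele and the deletion differ between the same groups and cannot be told apart.

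*Actr3* (-2.40), *Gpr39* (4.08) and *Lypd1* (-7.11), of which the former 2 were chosen after their values were seen, lie within chromosome 1 from 125392905 to 125913101. They are 3 of the 31 genes with an unadjusted p under 0.001. Random draws of 31 genes held on average 0.838 genes with another within 0.5 megabases, and as many as 3 arose with a permutation p = 0.0678, so the grouping may be due to chance. *Gpr39* and *Lypd1* overlap on opposite strands, and 49.8% of the 50-base words of *Actr3* are shared with other genes. Around *Sirt6*, 8.04% of 199 genes within 5 megabases passed an unadjusted p of 0.05, against 8.63% elsewhere, which argues against a segment of another strain around *Sirt6* as the source of the calls. No biological explanation was tested for these genes.

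The tuft cell list (26 genes) had a median log2 fold change of -1.07, with 21 lower (camera, adjusted p = 1.32e-07 over 8 lists). It moved to -0.76 without WT 2. *Gnat3* (-2.99) fell most and *Gfi1b* (0.55) rose most. The macrophage and dendritic cell list (20 genes) had a median of -0.84, with 17 lower (camera, adjusted p = 1.58e-05), from *Cd209b* (-3.64) to *Itgam* (0.57, and -0.63 without *Sirt6* cKO 1), whose exons overlap another annotated gene. Neither list passed with fry or an estimated correlation. Parts of the study's gene list were seen before these lists were written. Of the genes in Figure 6F, 6 belong to the tuft cell list and 5 to the macrophage and dendritic cell list. Fewer tuft cells in the libraries labelled *Sirt6* cKO may contribute, and without the genes of Figure 6F the median was -0.77. *Pou2f3*, chosen after its values were seen, did not fall (log2 fold change 0.24, standard error 0.24), which goes against an equal loss of the list's genes. Whether other cells in the libraries also express it is not known from the counts. Less macrophage RNA may likewise contribute. Without the genes of Figure 6F the median of the remaining 15 genes was -0.56. *Lyz2* had 304168 and 179136 counts in WT and 107291 and 122283 in the libraries labelled *Sirt6* cKO. *C1qa* had 26704 and 10045 in WT and 6342 and 6478 in the libraries labelled *Sirt6* cKO. Both genes were chosen after their values were seen. Fewer macrophages and a lower expression of such genes in mTECs themselves cannot be told apart from counts of whole libraries.

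The other lists had medians of 0.04 for *Ccl21a*-positive mTECs (12 genes), 0.32 for mature mTECs (17 genes), -0.32 for thymocytes (24 genes), 0.06 for B cells (10 genes), 0.02 for fibroblasts and endothelial cells (12 genes) and -0.03 for cTECs (10 genes). None of them passed an adjusted camera p of 0.05 when the groups alone were compared on the counts normalized with TMM. With DESeq2 the thymocyte and mature mTEC lists passed, and with limma on log2(TPM + 1) the thymocyte list. All depended on single libraries. Without WT 1 the thymocyte list lay at -0.01 and the *Ccl21a*-positive list at -0.07. Without WT 2 the latter lay at 0.29 and the fibroblast and endothelial list at 0.18. Without *Sirt6* cKO 1 the B cell list lay at -0.57, and without *Sirt6* cKO 2 the cTEC list lay at 0.18 and the mature mTEC list at 0.13.

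The DNA replication list was lower by a median of 0.14, written as -0.14 on the log2 scale. Fewer cycling cells may be a source, and the mitosis and proliferation list had a median of -0.11. With 1 library left out that median lay between -0.61 without *Sirt6* cKO 1 and 0.47 without WT 1, so the libraries leave open whether the share of cycling cells differed. *Mki67*, whose protein the paper reports as lower in mTECs by flow cytometry of other mice, had 6048 and 2788 counts in WT and 7060 and 3982 in the libraries labelled *Sirt6* cKO (log2 fold change 0.39, standard error 0.47). It lay at -0.13 without *Sirt6* cKO 1 and 1.00 without WT 1.

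The paper reports quantitative PCR of receptors, *Cd80* and *Opg* in other sorted cells, and flow cytometry of MHC II and Aire. Of the 9 genes of the hand-written list of receptors and maturation genes, 8 were higher in the libraries labelled *Sirt6* cKO. Of these, 4 passed an unadjusted p of 0.05 from edgeR's test. *Ltbr*, which the paper reports as slightly lower by quantitative PCR, had a log2 fold change of 1.16 (standard error 0.33). *Cd40* (0.48, standard error 0.19) and *Tnfrsf11a* (0.32, standard error 0.29), which encodes RANK, did not pass an unadjusted p of 0.05. *Tnfrsf11b*, which encodes OPG, stood at 0.48 (standard error 0.19), *Cd80* at 0.94 (standard error 0.20), *Aire* at 0.65 (standard error 0.18) and *H2-Aa* at 0.09 (standard error 0.12). The lower gene of the list was *H2-Ab1*, at -0.24.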
